# Altered mRNA expression of genes related to nerve cell activity in the fracture callus of older rats: A randomized, controlled, microarray study

**DOI:** 10.1186/1471-2474-5-24

**Published:** 2004-08-03

**Authors:** Martha H Meyer, Wiguins Etienne, Ralph A Meyer

## Abstract

**Background:**

The time required for radiographic union following femoral fracture increases with age in both humans and rats for unknown reasons. Since abnormalities in fracture innervation will slow skeletal healing, we explored whether abnormal mRNA expression of genes related to nerve cell activity in the older rats was associated with the slowing of skeletal repair.

**Methods:**

Simple, transverse, mid-shaft, femoral fractures with intramedullary rod fixation were induced in anaesthetized female Sprague-Dawley rats at 6, 26, and 52 weeks of age. At 0, 0.4, 1, 2, 4, and 6 weeks after fracture, a bony segment, one-third the length of the femur, centered on the fracture site, including the external callus, cortical bone, and marrow elements, was harvested. cRNA was prepared and hybridized to 54 Affymetrix U34A microarrays (3/age/time point).

**Results:**

The mRNA levels of 62 genes related to neural function were affected by fracture. Of the total, 38 genes were altered by fracture to a similar extent at the three ages. In contrast, eight neural genes showed prolonged down-regulation in the older rats compared to the more rapid return to pre-fracture levels in younger rats. Seven genes were up-regulated by fracture more in the younger rats than in the older rats, while nine genes were up-regulated more in the older rats than in the younger.

**Conclusions:**

mRNA of 24 nerve-related genes responded differently to fracture in older rats compared to young rats. This differential expression may reflect altered cell function at the fracture site that may be causally related to the slowing of fracture healing with age or may be an effect of the delayed healing.

## Background

Bone formation to bridge the fracture gap following skeletal fracture slows with age in both humans [1-6] and rats [7-9]. While young, 6-week-old rats reach radiographic union by 4 weeks after femoral fracture, adult, 26-week-old rats require 10 weeks, and older, 52-week-old rats need in excess of 6 months [7]. Despite this increased time to radiographic union with age, there was no increase in the time of expression of Indian hedgehog or any of the bone morphogenetic proteins in the fracture callus for adult rats [10] or for older rats [11,12]. Radiographic union for adult and older rats occurred well after the time of expression of these skeletally active cytokines [10,11]. Except for markers of osteoblast activity and bone matrix formation, few genes remain up-regulated during the time period when bone forms to bridge the fracture gap [10-12].

These earlier studies done with RT-PCR revealed a paucity of data for genes differentially expressed by age. We had hypothesized that bone formation to bridge the fracture gap would be under a negative-feedback control system. Thus, the genes which stimulate bone formation should be up-regulated in adult or older rats to attempt to accelerate their slower progression of bony healing. This was not observed in adult [10] or older [11,12] rats. Either bone formation to bridge the fracture gap is not subject to negative-feedback control, or the genes up-regulated to control this bone formation are not those normally thought of as being involved in skeletal homeostasis. This suggested the need for a wider search for genes active during the fracture reparative process.

In this project, mRNA gene expression was measured by DNA microarray technology at various time points after fracture for young, adult, and older rats. The goal was to identify genes whose expression following fracture was altered by age. Such genes may either show reduced expression, if the age-related slowing of healing is caused by inadequate expression levels, or they may show enhanced expression, in an attempt to stimulate some poorly responding pathway. Among the genes which were differentially expressed at the fracture site with age were genes related to nerve cell activity.

In this study, we explored whether abnormal mRNA expression of genes related to nerve cell activity was associated with the slowing of skeletal repair in older rats. Abnormalities in the innervation of the fracture site will slow skeletal healing clinically [13-15] and experimentally [16-18].

## Methods

### Rats

Intact female Sprague-Dawley rats (Harlan Sprague-Dawley, Inc., Indianapolis, IN) were purchased at one or six months of age and housed in our vivarium in pairs until they were the proper age for experimentation. The rats were fed Teklad Rodent Diet [W] (#8604, Harlan Teklad, Madison, WI) and tap water *ad libitum*. The work was done in an AAALAC-accredited vivarium under protocols approved by our Institutional Animal Care and Use Committee.

### Surgery

Intact female Sprague-Dawley rats at 6 (young), 26 (adult) or 52 (older) weeks of age, weighing 154 ± 11 g (mean ± SD), 281 ± 25 g, and 330 ± 30 g respectively, were anaesthetized with an intraperitoneal injection of ketamine and xylazine (30 mg and 5 mg/kg body weight respectively) as described earlier [7,11]. The left knee was shaved, scrubbed with Betadine Solution (Purdue Frederick, Stamford, CT), and draped with sterile sheets. A medial incision was made at the knee, the patella was deflected laterally and a 1.0 mm hole was drilled into the intercondylar notch. An intramedullary rod (1.0 mm diameter, stainless steel, type 304V, O-SWGX-400, Small Parts, Miami Lakes, FL) was placed retrograde into the left femur [11]. The incision was closed with wound clips. A closed simple transverse mid-diaphyseal femoral fracture was induced with a Bonnarens and Einhorn device [19]. Randomly selected rats from among those scheduled for surgery were used for 0 time no-fracture sham controls. Rats were euthanized at 0, 0.4, 1, 2, 4, and 6 weeks after fracture for a total of 6 time points at each of the 3 ages. Six rats per time point per age group were selected for microarray analysis (2 rats/array). Radiographs were made at fracture, at 1 week after fracture, and at euthanasia. The femora were rapidly harvested, and one third of the femoral length, centered on the fracture site, was collected. This contained the fracture callus with associated cortical bone and marrow and was frozen in liquid nitrogen and stored at -75 C.

### RNA Sample Preparation and Microarray Processing

Samples were prepared as described in the Affymetrix GeneChip Expression Analysis Technical Manual (copyright 2001, Affymetrix, Inc., Santa Clara, CA, Rev. 1, Part number 701021, ). The sample preparation is described here in brief. Total RNA was extracted from the tissue by TRIzol (Invitrogen Life Technologies, Carlsbad, CA) with disruption of the tissue in a Brinkman Polytron homogenizer. RNA from two rats of the same age and time point was pooled for each microarray sample. Samples with 30 μg RNA were purified on RNeasy columns by Qiagen (Valencia, CA, P/N 74104) and then converted to double-stranded cDNA with a Superscript Double Stranded cDNA Synthesis Kit (Invitrogen Life Technologies, P/N 11917-010). The cDNA was then expressed as biotin-labeled cRNA by *in vitro *transcription (IVT) with the Enzo RNA Transcript Labeling Kit (Affymetrix, P/N 900182). Each sample was spiked with bioB, bioC, bioD, and cre (Affymetrix P/N 900299). The biotin-labeled cRNA was fragmented non-enzymatically. The fragmented cRNA was hybridized to 54 Rat U34A microarrays (Affymetrix P/N 900249) in the Affymetrix hybridization buffer for 16 hours at 45 C. The hybridized arrays were washed and stained in the Affymetrix Fluidics Station 400 to attach fluorescent labels to the biotin, followed by biotin-labeled antibody, and then a second staining with fluorescent labeling of the biotin. Each array was scanned twice by the Agilent GeneArray Scanner G2500A (Agilent Technologies, Palo Alto, CA). Three arrays from three independent samples (six rats) were done for each age at each time point.

### Data Analysis

The Rat U34A GeneChip Microarray has probe sets for over 8,700 rat genes. Most probe sets have 20 different probes for the same gene on each array with 20 additional mismatch controls. The data were analyzed with Affymetrix Microarray Suite 5.0 and Affymetrix Data Mining Tool 3.0 software. Microarray Suite was used to scale the mRNA expression (signal value) of all genes to an average of 500 for each array. For each gene, the software reported a signal value and a Present/Marginal/Absent call. This latter algorithm was a statistical comparison of the variation among the several probe sets for each gene compared to the noise level and gave a call for each gene as Present, Marginal, or Absent. The program then compared the signal value of each gene in the fractured samples against the signal value of the same gene in the unfractured control sample. The difference between the two signal levels, relative to the variability between the multiple probes for each gene, yielded a probability of change due to chance alone. Genes with p less than 0.005 were judged significantly different from the same gene in the unfractured sample. This more conservative p value was employed to minimize false positive responses.

The Data Mining Tool was used for cluster analysis with the Self Organizing Map (SOM) algorithm. The data were clustered on the signal values between 20 and 20,000 with the maximum/minimum ratio of at least 3.0 and the maximum – minimum difference of at least 100. One hundred clusters were specified.

Nerve-related genes were identified by searches for nerve-related names in the gene descriptions of each gene on the microarray. This association was confirmed by a review of the information for that gene in the NetAffx web site  and in the PubMed database . GenBank accession numbers and names are shown for each gene. Each graph shows the average ± SEM of the three microarrays that were done for each time point for each age. Significant changes in gene expression were demonstrated by t test and linear regression [20].

This report conforms to the MIAME standards of MGED . A copy of the full microarray data set has been deposited in the NCBI Gene Expression Omnibus  as series GSE594.

## Results

### Radiology

In all young rats, bone bridged the fracture gap by four weeks after surgery. By six weeks after fracture, remodeling was beginning to obscure the fracture site (Fig. 1). In contrast, bone bridging in the adult rats progressed more slowly. The adult rats did have a vigorous periosteal reaction at the site of the fracture and were approaching radiographic union by six weeks after surgery (Fig. 1). In the older, one-year-old rats, bridging of the fracture gap by bone progressed the slowest. They had a minimal periosteal reaction at six weeks after surgery (Fig. 1).

### General results

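The arrays of series 3 were analysed here, 1 of the paper's 3 arrays for each age and time point. They are 18 Rat U34A arrays, on which each gene is read by a probe set made of several short probes. The rats were young (6 weeks of age), adult (26 weeks) and older (52 weeks) females. They were taken without fracture (0 time) or at 1 of 5 times between 0.4 and 6 weeks after fracture of the femur, and the sample labels give the 0.4 week time point as 3 days. RNA from 2 rats was pooled on each array. The tissue held callus, cortical bone and marrow, so bone, cartilage and blood-forming cells were read together. Microarray Suite 5.0 gave a signal value for each of 8799 probe sets, in arbitrary units of fluorescence on a linear scale, and the authors scaled each array to an average of 500. The mean after leaving out the highest and lowest 2% of probe sets was 500.7 to 500.9 on these arrays. The median signal per array was 149 to 188, between 10.5% and 17.9% of probe sets had a signal below 20, and 3821 to 4248 had a signal of at least 200. Present, Marginal and Absent calls were not analysed here.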

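For the tests, the manufacturer's 59 control probe sets were left out and signals below 20 were set to 20, the lower end of the range in which the authors clustered signals. The log2 signals of the other 8740 probe sets were fitted with limma, with age and week as terms and no further normalization, and p-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. A change of a gene with signals near 20 is understated by this floor. An age has 1 array at each time point, so the 3 ages served as the replicates of a time point (n = 3 unless another n is given), and a response that differed between ages adds to the error. Young and older rats were compared over the arrays of 4 and 6 weeks, of 1 and 2 weeks, or of all 5 later time points. The number of arrays limits the precision. Over all probe sets the 153 pairs of arrays correlated at r = 0.816 to 0.978, and no 2 arrays held the same values.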

On each array, on average, 5,200 genes were scored as absent, and 3,300 as present. Of these, 1,159 were significantly up-regulated and 928 were significantly down-regulated at two weeks after fracture in the adult rats of the first series (see Additional File 1). 

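At 2 weeks after fracture, genes for the matrix of cartilage and of bone were above their level in the 0 time controls. Collagen X (Col10a1), made by hypertrophic chondrocytes, rose 124-fold (log2 change 6.96, SE 1.06, adjusted p = 0.0043 from limma). Collagen II (Col2a1), the main collagen of cartilage, rose 72.1-fold (log2 change 6.17, SE 1.16, adjusted p = 0.0095). Aggrecan (Acan), the large proteoglycan of cartilage, rose 21.1-fold and cartilage oligomeric matrix protein (Comp) rose 18.2-fold. Of 9 measured genes of cartilage matrix and chondrocytes, in a list written before the data were examined, 8 rose, none fell, and 1 (chondromodulin, Cnmd) was not called. All 9 rose when adjusted over the list alone. The list's median log2 change was 3.40, with an adjusted p of 1.66e-06 from camera and an adjusted p = 0.289 with an estimated correlation. Without the young arrays 7 of the cartilage genes rose (median log2 change 4.20), without the adult arrays limma called 0 of them (5 at an unadjusted p under 0.05, median log2 change 3.58), and without the older arrays also 0 (7 at an unadjusted p under 0.05, median 2.17).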

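Of 12 measured genes of bone matrix and osteoblasts, 7 rose, none fell and 5 were not called at 2 weeks (9 rose when adjusted over the list alone). Bone sialoprotein (Ibsp), a protein of mineralizing matrix, rose 7.94-fold (log2 change 2.99, SE 0.58, adjusted p = 0.010). The collagen chaperone Serpinh1 rose 6.62-fold and osteopontin (Spp1), a protein of bone matrix, rose 4.61-fold, whereas osteocalcin (Bglap) had a log2 change of 0.27 (SE 0.27, adjusted p = 0.50). Osteonectin (Sparc) has 4 probe sets: the brightest of them rose 3.32-fold and another fell by 1.40 on the log2 scale. The others had log2 changes of 2.69 and 1.91 (adjusted p = 0.022 and 0.064). Camera gave the bone list an adjusted p of 1.16e-05 (adjusted p = 0.436 with an estimated correlation). Of 15 genes of fibrous extracellular matrix, 13 rose, none fell and 2 were not called (14 rose when adjusted over the list alone), among them lysyl oxidase (Lox), which cross-links collagen, at 21.4-fold and fibronectin (Fn1) at 5.32-fold. Its adjusted p from camera was 1.76e-07 (adjusted p = 0.436 with an estimated correlation). Limma called 0 of the bone genes and 0 of the fibrous genes without the adult arrays (4 and 6 at an unadjusted p under 0.05, medians 1.47 and 1.88), and also 0 and 0 without the older arrays (4 and 11 at an unadjusted p under 0.05, medians 0.95 and 1.46). Without the young arrays 9 and 14 rose.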

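Soon after fracture, cytokines moved in both directions. Of 29 cytokines and growth factors, 7 rose, 6 fell and 16 were not called at 0.4 week (7 rose and 8 fell when adjusted over the list alone). Interleukin 6 (Il6) rose 28.7-fold (log2 change 4.84, SE 0.83, adjusted p = 0.0019) and the monocyte chemoattractant Ccl2 rose 11.3-fold. Transforming growth factors Tgfb3 and Tgfb1 rose 3.63-fold and 3.30-fold, while Fgf9, Tgfb2 and Bmp6 fell (log2 changes -1.10, -0.87 and -0.82). The median of the list was -0.25 although camera placed it upward (adjusted p = 0.780, and adjusted p = 0.897 with an estimated correlation). At 1 week, insulin-like growth factor 1 (Igf1) rose 7.43-fold, and the bone-inducing factor Bmp2 fell by 1.61 on the log2 scale. Without the adult arrays 1 cytokine rose and 0 fell at 0.4 week in limma (6 and 4 at an unadjusted p under 0.05), without the older arrays 2 rose and 1 fell, and without the young arrays 7 rose and 7 fell.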

Up-regulated genes included cytokines and matrix genes for both cartilage and bone. Down-regulated genes included genes related to blood cell synthesis and mitochondrial function.

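At 0.4 week after fracture, all 10 measured genes of red cell formation fell. The anion exchanger of the red cell membrane (Slc4a1) was 23.1-fold lower than in the 0 time controls (log2 change -4.53, SE 0.76, adjusted p = 0.0018 from limma). Alas2, the enzyme that starts heme synthesis in red cell precursors, was 18.3-fold lower, the erythroid transcription factor Gata1 was 9.35-fold lower, and beta globin (Hbb-b1) was 6.38-fold lower. Adjusted over the list alone, 10 fell. The number that fell was 9 at 1 week (3 without the adult arrays, 3 without the older arrays), 6 at 2 weeks (in limma 0 and 0 without these, 3 and 0 at an unadjusted p under 0.05, and 9 without the young arrays) and 0 at 4 and at 6 weeks, when limma called none (1 higher at 4 weeks when adjusted over the list alone) and the medians were -0.53 and -0.34. The mean log2 signal of the erythroid list at 0 week was 11.3 in young, 11.0 in adult and 11.3 in older rats. At 2 weeks it was 11.3, 8.88 and 8.72, so the fall at that time lay in adult and older rats. Camera's adjusted p for the erythroid list at 0.4 week was 1.47e-05 (adjusted p = 0.454 with an estimated correlation). All 7 measured granulocyte genes also fell at 0.4 week, and all 7 did so when adjusted over the list alone. By 2 weeks the eosinophil granule protein Prg2 was 45.3-fold lower (log2 change -5.50, SE 0.79, adjusted p = 0.0036), and S100a8 and S100a9, the calcium-binding proteins of neutrophils, were 36.4-fold and 20.8-fold lower. The granulocyte list had an adjusted p of 2.83e-04 from camera at 0.4 week (adjusted p = 0.513 with an estimated correlation). Without the adult arrays 1 erythroid and 0 granulocyte genes were lower at 0.4 week in limma (8 and 7 at an unadjusted p under 0.05), without the older arrays 1 and 0 (9 and 7 at an unadjusted p under 0.05), and without the young arrays 10 and 7.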

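Genes of mitochondria and of muscle fell together. Of 41 measured genes of mitochondrial energy metabolism, 25 fell, 1 rose and 15 were not called at 0.4 week (29 fell and 2 rose when adjusted over the list alone). The list's median log2 change was -0.84 (adjusted p = 1.09e-06 from camera, adjusted p = 0.560 with an estimated correlation). The cytochrome oxidase subunits Cox8b and Cox6a2, the forms found in muscle, were 13.5-fold and 5.62-fold lower, and Acadm, an enzyme of fatty acid oxidation, was 4.35-fold lower. Cox4i1 (log2 change -0.98) and the ATP synthase subunit Atp5f1b (log2 change -0.88), used in most tissues, fell less than these. Muscle forms and forms of most tissues were not compared as groups. The gene that rose was the adenine nucleotide carrier Slc25a5 (log2 change 2.32). At the same time 19 of 23 skeletal muscle genes fell, 1 (myogenin, Myog) rose and 3 were not called (20 fell and 1 rose when adjusted over the list alone). Ventricular and slow-twitch myosin light chain (Myl2) was 114-fold lower, myosin heavy chain 2 (Myh2) 38.1-fold and parvalbumin (Pvalb) 27.2-fold. The muscle list had a median log2 change of -2.49 (adjusted p = 5.49e-11 from camera, adjusted p = 0.454 with an estimated correlation). At 6 weeks the median of the mitochondrial genes was -0.63 with 1 gene lower, or 22 when adjusted over the list alone, and limma called 15 lower without the young arrays, 0 without the adult arrays and 0 without the older arrays (7 and 10 at an unadjusted p under 0.05). Without the adult arrays 5 mitochondrial and 14 muscle genes were lower at 0.4 week (19 and 19 at an unadjusted p under 0.05), without the older arrays 4 and 18 (24 and 19), and without the young arrays 25 and 20.

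**Figure D1:**
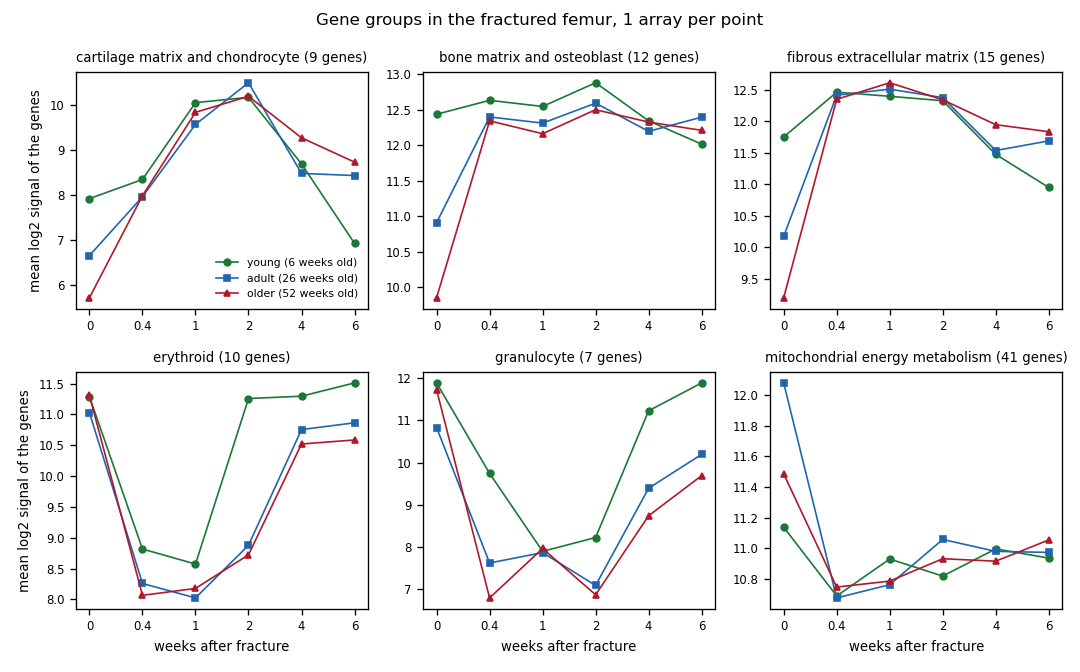
Mean log2 signal of the measured genes of 6 lists against weeks after fracture, with 1 point per array and 1 line each for young, adult and older rats. The granulocyte mean of older rats was 11.7 at 0 week, 6.79 at 0.4 week and 9.69 at 6 weeks, and the cartilage mean was 7.92, 6.66 and 5.72 at 0 week in young, adult and older rats and 10.2, 10.5 and 10.2 at 2 weeks.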

SOM clusters identified genes up- or down-regulated by fracture. 

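At 0.4 week cyclooxygenase 2 (Ptgs2), which makes prostaglandins in inflammation, rose at least 36.5-fold, its 0 time signals being below 20 (log2 change 5.19, SE 0.77, adjusted p = 9.0e-04 from limma), and the growth-related transcription factor Myc rose 16.2-fold (log2 change 4.02, SE 0.64). The interferon-induced gene Rsad2 was 84.2-fold lower (log2 change -6.40, SE 0.87) and the lipoxygenase Alox15 was at least 60.0-fold lower. At 6 weeks the collagenase Mmp13 was still 9.20-fold higher (log2 change 3.20, SE 0.52, adjusted p = 0.020), the macrophage elastase Mmp12 was 6.23-fold higher and the Wnt inhibitor Sfrp4 was 7.16-fold higher. Fabp3, the fatty acid binding protein of muscle, was 2.82-fold lower at that time, and Acsl1, which activates fatty acids, was 2.36-fold lower.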

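The response to fracture was broad and early. A moderated F test of limma over the 5 time points called 2309 of 8740 probe sets (26.4%), 1167 with the largest change upward and 1142 downward. The largest change came at 0.4 week for 538 probe sets upward and 478 downward, at 1 week for 399 and 480, at 2 weeks for 90 and 110, at 4 weeks for 100 and 33, and at 6 weeks for 40 and 41. Week by week, 1229 probe sets were higher and 1493 lower than in the 0 time controls at 0.4 week, 1273 and 1781 at 1 week, 829 and 904 at 2 weeks, 289 and 155 at 4 weeks (141 and 142 with each array scaled to its median), and 49 and 28 at 6 weeks (132 and 43 with a floor of 1, 218 and 89 with a mean signal of at least 200). Over all probe sets the median log2 change was -0.13 at 0.4, 1 and 2 weeks. Without the adult arrays the F test called 26 probe sets (764 up and 906 down at an unadjusted p under 0.05), and 330, 394, 0, 1 and 0 were called from 0.4 to 6 weeks. Without the older arrays it called 175, and the 5 weeks gave 519, 244, 11, 0 and 1. For the 0 calls without the adult arrays, limma had 688 probe sets higher and 863 lower at 2 weeks at an unadjusted p under 0.05. At 6 weeks these were 324 and 346. For the 0 calls at 4 weeks without the older arrays they were 561 and 407. Without the young arrays the F test called 2038 probe sets, with 1174 at 4 weeks and 1315 at 6 weeks.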

Most genes affected by fracture followed the same time course at all three ages. These genes showed approximately the same peak expression level and regressed to baseline at about the same time point at all three ages. 

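The direction of the response was shared by the 3 ages at early time points. Lysyl oxidase (Lox) had a signal of 10418 ± 720 (SD, n = 3 ages) at 0.4 week and 11229 ± 1294 at 1 week. Collagen XI (Col11a1), a minor collagen of cartilage, had 2518 ± 573 at 1 week. Interleukin 6, by contrast, was at 69.2 and 75.4 in young and adult rats at 1 week and at 1060 in older rats. Of 1640 probe sets that passed the F test and had a mean signal of at least 200, 658 (40.1%) had their largest change at the same week in all 3 ages. For 1301 (79.3%) the weeks of the 3 ages were the same or neighbouring, and 1624 changed in the same direction at all 3 ages in the week of the largest mean change. The F test favours probe sets that respond alike, and this count was chosen after the data were seen.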

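Adult and older rats resembled each other more than either resembled young rats. Across the 4108 probe sets with a mean signal of at least 200, the log2 changes of adult and older rats, each from its own 0 time control, correlated at r = 0.87 at 0.4 week, 0.84 at 1 week, 0.83 at 2 weeks, 0.71 at 4 weeks and 0.67 at 6 weeks. For young and adult rats r was 0.72, 0.66, 0.58, 0.35 and 0.08, and for young and older rats 0.77, 0.73, 0.58, 0.30 and -0.18. The mean rank correlation of the 3 pairs of ages fell from 0.77 at 0.4 week to 0.19 at 6 weeks. These correlations are across genes within a pair of samples, and genes are not independent replicates. The log2 changes also spread less in young rats. At 0.4 week their SD was 0.93 in young, 1.46 in adult and 1.51 in older rats, and at 2 weeks 0.70, 1.25 and 1.38. A smaller spread can lower r for the pairs with young rats, and how far it did so was not tested. Each value for young rats uses the 1 young 0 time array, and the young 4- and 6-week arrays have raised 3' to 5' ratios of Gapdh, so age and RNA quality are not separated there. Over all 8740 probe sets the mean r was 0.66, 0.65 and 0.50 at 0.4, 1 and 2 weeks.

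**Figure D2:**
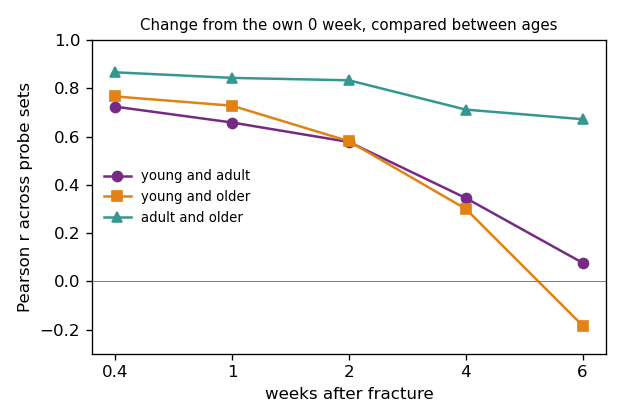
Pearson r across 4108 probe sets of the log2 change from the own 0 time control, for each pair of ages, against weeks after fracture. The adult and older line stays between 0.87 and 0.67, while the lines of the pairs that hold young rats end at 0.08 and -0.18 at 6 weeks.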

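More genes had similar levels at the 3 ages at their peak than before fracture. Of the 1640 probe sets with a mean signal of at least 200 that passed the F test, 1444 (88.0%) lay within a 2-fold range over the 3 ages at the week of their largest change, and 973 (59.3%) did so at 0 week. The F test favours probe sets that respond alike, and these counts were chosen after the data were seen. For lysyl oxidase the 0 time signals were 2527 in young, 338 in adult and 56.1 in older rats, and at 6 weeks they were 194, 1628 and 2519. Bone matrix and osteoblast genes had a mean log2 signal of 12.4 in young, 10.9 in adult and 9.85 in older rats at 0 week, and of 12.0, 12.4 and 12.2 at 6 weeks. The change after fracture from the own 0 time control, tested between older and young rats, passed for 576 probe sets (312 with the higher value in older rats and 264 with the lower, or 339 and 166 after quantile normalization), at an adjusted p under 0.05 from limma. But 12 of 32 swaps of the young and older arrays within weeks called as many, the highest of the others 970. The gap between the young and older 0 time arrays keeps its size in each swap. The swaps therefore cannot decide on chance, which is not excluded. Each of the differences in change rests on 1 young and 1 older 0 time array. The level after fracture itself, over the 5 later time points, differed between older and young rats for 0 probe sets in limma (516 higher and 587 lower at an unadjusted p under 0.05), without the 1-week arrays for 8 and with a mean signal of at least 200 for 62.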

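Young rats shared a smaller part of the changes of the other ages at 4 and 6 weeks than at 0.4 week. Of 1315 probe sets called at 6 weeks in those 2 ages, 39.8% had changed in the same direction in young rats, where 50.0% is the share by chance. At 0.4 week it was 83.5% of 2971 probe sets, at 1 week 81.9% of 3117, at 2 weeks 70.0% of 2584 and at 4 weeks 68.5% of 1174. The change in young rats is taken from 1 young 0 time array, and the young 4- and 6-week arrays have the highest 3' to 5' ratios of Gapdh, so age and RNA quality are not separated at these times.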

Among the genes affected by fracture were a number of genes associated with nerve cells. These were selected for more intense analysis.

### Similar responses at all three ages

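Among 25 nerve-related genes that the authors had chosen as up-regulated by fracture, 14 changed after fracture with their largest change upward, none changed downward, and 11 were not called (limma's F test over the 5 time points). Galanin (Gal), a neuropeptide induced by nerve injury, had the largest rise, with a log2 change of 4.80 at 2 weeks. Metallothionein 3 (Mt3), a metal-binding growth inhibitory factor of the brain, rose by 3.52 at 2 weeks (adjusted p = 0.018), and P3h4, the synaptonemal complex protein SC65, rose by 3.32 at 0.4 week (adjusted p = 0.0066). In the group of differentiation and growth, 4 of 11 genes rose, and pleiotrophin (Ptn), a growth factor for neurites, had its largest rise of 2.39 at 1 week. Both genes of the nerve injury group rose, 1 of 3 genes of the apoptosis group rose (Sec11a, log2 change 1.82 at 0.4 week), and 7 of 9 genes with other functions rose. Those of the last group included the vesicle trafficking GTPase Rab14 (log2 change 1.90 at 1 week, adjusted p = 0.0022) and the collagen receptor Ddr2 (log2 change 2.24 at 1 week, adjusted p = 0.019).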

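Of the genes that were not called, nexin 1 (Serpine2), N-cadherin (Cdh2) and Slit3 had log2 changes of 3.32, 3.06 and 2.70 (adjusted p = 0.054, 0.051 and 0.10). The sodium-calcium exchanger Slc8a1 had a log2 change of 0.69 (adjusted p = 0.46), and neurofibromin (Nf1), Pebp1 and Vps33b had their largest changes downward at -0.66, -0.74 and -0.42. For the 25 genes the median log2 change was 1.32 at 0.4 week, 1.90 at 1 week, 1.53 at 2 weeks, 0.94 at 4 weeks and 0.66 at 6 weeks. Adjusted over the list alone, 19 genes rose and 2 changed downward, but the authors chose the list on data that include these arrays, so these counts are not independent evidence of its direction. Without the adult arrays 0 of the 25 genes were called up (4 at an unadjusted p under 0.05), without the older arrays also 0 (12 at an unadjusted p under 0.05), and without the young arrays 16.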

Up-regulated nerve-related genes are shown in Table 1. 

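Pleiotrophin (Ptn), a heparin-binding growth factor that promotes neurite outgrowth, and the neuropeptide galanin (Gal) were each above the 0 time controls early after fracture. The pleiotrophin signal was 440 ± 485 (SD, n = 3 ages) at 0 week and 1234 ± 196 at 0.4 week, a log2 change of 2.09 (SE 0.58, adjusted p = 0.020 from limma). The 0 week value was 998 in young, 205 in adult and 117 in older rats, and the 0.4 week value was 1454, 1171 and 1077, so the change was smallest in young rats and the values at 0.4 week lay close together. Galanin was 32.4 ± 16.7 at 0 week, near the floor of 20, and 344 ± 242 at 0.4 week (log2 change 3.31, SE 0.81, adjusted p = 0.011). It reached 843 ± 168 at 2 weeks, 27.8-fold above 0 week (adjusted p = 0.0063 from the same test). The 2-week galanin signals were 650 in young, 954 in adult and 926 in older rats, each above each 0 week signal. With the methods' t-test at a threshold of 0.05, pleiotrophin did not pass at 0.4 week on the log2 or the linear scale, galanin passed at 0.4 week on the log2 scale alone, and galanin passed at 2 weeks on both.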

Two examples are shown in the upper two graphs in Figure 2. Both of these genes were significantly up-regulated from the 0 time control (P < 0.001 by t test for 9 samples (3 ages × 3 replicates) of 0 time *vs*. 0.4 week (Fig. 2, top graph) or *vs*. 0 time *vs*. 2 week (Fig. 2, middle graph)). Other nerve-related genes were down-regulated by fracture at all three ages (Table 2). These regained near normal activity by six weeks after fracture. 

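Of 13 nerve-related genes that the authors had chosen as down-regulated at all 3 ages, 8 changed after fracture with their largest change downward, none changed upward and 5 were not called (limma's F test). Alpha-synuclein, a protein of presynaptic terminals, was at least 41.4-fold lower at 0.4 week (log2 change -5.37, adjusted p = 0.015). Glial cell line-derived neurotrophic factor (Gdnf), which keeps motor and sensory neurons alive, fell by 2.30 at 1 week, and contactin 2 (Cntn2), the axonal glycoprotein TAG-1, which the paper gives as Absent on each of its arrays, fell by 2.28 at 0.4 week. In the growth cone group 2 of 3 genes fell, Cntn2 and the adhesion molecule L1cam (log2 change -1.48 at 1 week, adjusted p = 0.045). In the synaptic signaling group 4 of 6 fell, among them the GABA receptor subunit Gabrd (log2 change -1.87) and the synaptic vesicle protein Syngr1 (log2 change -1.62, adjusted p = 0.012), and of the other 4 genes 2 fell, among them the chloride channel Clcn3 (log2 change -1.08 at 0.4 week).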

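The neuronal pentraxin Nptx2 (log2 change -0.97, adjusted p = 0.82) and synaptotagmin 3 (Syt3, -0.82, adjusted p = 0.45) were not called, and Gcm1 had a log2 change of 0.19 (adjusted p = 0.98). Purkinje cell protein 4 (Pcp4) was below a signal of 20 on 13 of 18 arrays. The 13 genes had a median log2 change of -1.08 at 0.4 week and -1.07 at 1 week. Genes of neurons and axons in a separate list went the same way for 6 of 21 members at 1 week, such as the pain fiber sodium channel Scn10a (log2 change -1.94) and the neuropeptide CGRP (Calca, -1.23), while 1 (Uchl1) rose and 14 were not called, the same numbers as when adjusted over the list alone. That list's median was -0.85 (adjusted p = 0.118 from camera, adjusted p = 0.578 with an estimated correlation). At 1 week limma called 0 of its members without the adult arrays (1 higher and 7 lower at an unadjusted p under 0.05), without the older arrays 1 lower, and without the young arrays 2 higher and 7 lower. Adjusted over the list alone, 8 of the 13 genes fell, which is not independent evidence since the authors chose them on data that include these arrays. The F test called 0 of the 13 without the adult arrays (4 at an unadjusted p under 0.05), 0 without the older arrays (5) and 9 without the young arrays.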

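By 6 weeks 1 of the 13 genes was still called lower than in the 0 time controls, the chloride channel Clcn3 (log2 change -0.97, SE 0.19, adjusted p = 0.045 from limma), against 8 at 0.4 week and 8 at 1 week. At 6 weeks 6 were called lower without the young arrays (median log2 change -0.85), and limma called 0 without the adult arrays and 0 without the older arrays (1 and 1 at an unadjusted p under 0.05, medians -0.38 and -0.17). Their median log2 change, -0.89 at 2 weeks, was -0.72 at 4 weeks and -0.51 at 6 weeks. As a share of the own 0 time signal, the median gene stood at 128% in young, 59.8% in adult and 50.9% in older rats at 6 weeks. From 0.4 to 6 weeks, 12 of the 13 genes went up, with a median log2 change of 0.60. The rise passed the test for 2 of them, TAG-1 and alpha-synuclein (log2 change 4.42, adjusted p = 0.024), and for 3 when adjusted over the list alone. Alpha-synuclein had signals of 648, 1120 and 1751 at 0 week in young, adult and older rats, of 16.0, 44.8 and 17.1 at 0.4 week, and of 1232, 670 and 211 at 6 weeks. On the young 6-week array the 3' probe set of the control gene Gapdh was 6.57 times its 5' probe set. Without the young 4- and 6-week arrays, left out after the data were seen, 0 of the 13 genes rose from 0.4 to 6 weeks in limma, without the adult or without the older arrays also 0 (2 and 4 at an unadjusted p under 0.05), and without all young arrays 3.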

An example is shown in the bottom graph of Figure 2. This gene (TAG-1) had a significant down-regulation after fracture (P < 0.001 by t test for 9 samples of 0 time *vs*. 0.4 week), followed by a significant increase at 6 weeks after fracture compared to 0.4 week after fracture (P < 0.001 by t test for 9 samples).

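TAG-1 (contactin 2, Cntn2) had a signal of 571 ± 213 (SD, n = 3 ages) in the 0 time controls and 131 ± 74.0 at 0.4 week, a log2 change with an SE of 0.42 and an adjusted p = 0.0028 from limma. It was 352 at 0 week and 46.6 at 0.4 week in young rats, 582 and 159 in adult rats, and 778 and 186 in older rats. At 6 weeks it was 385 ± 76.6, above the level of 0.4 week by a log2 change of 1.77 (SE 0.42, adjusted p = 0.021). The rise from 0.4 to 6 weeks was seen in 3 of 3 ages, to 456 in young, 303 in adult and 396 in older rats. The methods' t-test at a threshold of 0.05 called the fall at 0.4 week on the log2 and on the linear scale, and the rise on the linear scale alone. By the paper's account this probe set was called Absent on each of its arrays, so these signals did not pass its test against noise.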

### Defects in the older rats

SOM cluster analysis identified three types of defects in the older rats. In the first type, a number of genes were down-regulated by fracture at all three ages. However, while genes in the younger rats were returning to pre-fracture expression levels by six weeks after fracture, there was less recovery in the older rats. These genes are shown in Table 3, and three examples of these genes are shown in Figure 3. 

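Of 8 nerve-related genes that the authors had chosen for a slower return in older rats, all of them signals or signal receptors, 4 were lower at 1 week than in the 0 time controls and 4 were not called. Neurogranin (Nrgn), a calmodulin-binding protein of postsynaptic terminals, RoBo-1, neuropeptide Y (Npy), a transmitter of sympathetic nerves, and neuronatin (Nnat, log2 change -0.57, adjusted p = 0.048 from limma) were the 4 that fell. The GABA receptor subunit Gabbr2 (log2 change -1.27, adjusted p = 0.080), the prolactin-releasing peptide receptor (Prlhr, -0.77) and gamma-synuclein (Sncg, 0.40, adjusted p = 0.54) were not called, and Acsl6 was below a signal of 20 on 14 of 18 arrays. Gamma-synuclein had its largest change upward, by 2.47 at 6 weeks (adjusted p = 0.0045 from the F test). Adjusted over the list alone, 4 were lower. The count was 2 without the adult arrays, 2 without the older arrays and 5 without the young arrays.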

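Recovery was followed in the same 8 genes. Their median log2 change was -1.18 at 1 week, -1.04 at 2 weeks, -0.67 at 4 weeks and -0.72 at 6 weeks. Over the arrays of 4 and 6 weeks, 6 of the 8 genes were higher in young than in older rats, with a median log2 difference of 0.77, and limma called 0 of them (3 at an unadjusted p under 0.05, and 3 when adjusted over the list alone). It called 2 with a floor of 1, with log2(signal + 50) or with a mean signal of at least 200, and 1 after quantile normalization, after scaling to the median or as the change from the own 0 time control. The differences were 1.04 for Gabbr2 (adjusted p = 0.49) and 0.49 for Acsl6 (adjusted p = 0.20), while neuronatin and gamma-synuclein differed by -0.76 and -1.29, with the higher signal in older rats at both weeks. The young arrays of 4 and 6 weeks had raised 3' to 5' ratios of Gapdh, 3.48 and 6.57. Between adult and older rats at these weeks the 8 genes had a median log2 difference of 0.35, with 5 of 8 higher in adult rats. The authors chose the list on data that include these arrays, so its direction here is not independent evidence. In the same samples the 7 granulocyte genes had a median log2 difference of 2.34, with the higher value in young rats in 7 of 7, and limma called 0 of them (6 at an unadjusted p under 0.05, 6 when adjusted over the list alone; adjusted p = 9.53e-07 from camera, adjusted p = 0.262 with an estimated correlation). Cell cycle genes (median 0.90, 17 of 19 higher in young rats, adjusted p = 7.08e-06 from camera, 0.550 with an estimated correlation) and erythroid genes (0.86, 10 of 10, adjusted p = 0.00577, 0.550) went the same way, and limma called 0 of each (9 and 1 higher at an unadjusted p under 0.05, 8 and 0 when adjusted over the list alone). Lower in young rats were genes of fibrous extracellular matrix (median -0.53, 1 of 15 higher, adjusted p = 1.21e-04 from camera, 0.550 with an estimated correlation), adipocyte genes (-0.49, 1 of 16 higher, adjusted p = 0.00297, 0.262) and immediate early genes (-0.46, 1 of 12 higher, adjusted p = 0.0249, 0.675), of which limma called 0 in each (7, 3 and 3 lower at an unadjusted p under 0.05). The paper proposes that fracture may break nerve fibers in bone, that part of these fibers may grow back or work again later in older rats, and that this may account for these genes and for those with a weaker rise.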

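At 1 week after fracture, neurogranin (Nrgn), RoBo-1 and neuropeptide Y (Npy) were each below their 0 time level at all 3 ages. Neurogranin went from 1074 ± 499 (SD, n = 3 ages) to 17.8 ± 4.91, which is below the floor of 20 in 2 of the 3 ages, so its log2 change of -5.55 (SE 0.61, adjusted p = 4.0e-04 from limma) is a smaller fall than the signals show. RoBo-1, a bone protein of the urokinase receptor family that the array's annotation now names Lypd8l1, went from 5537 ± 2854 to 322 ± 69.2 (log2 change -3.98, SE 0.57, adjusted p = 0.0014). Neuropeptide Y went from 394 ± 50.0 to 114 ± 24.4 (log2 change -1.80, SE 0.38, adjusted p = 0.0057). For neuropeptide Y the fall came between 0.4 week, when the signals were 473, 582 and 440 in young, adult and older rats, and 1 week, when they were 87.1, 134 and 121. The paper gives neurogranin as Absent on most of its arrays.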

All three of these genes had a significantly decreased mRNA expression levels at 1 week after fracture compared to 0 time control (P < 0.001 by t test for 9 samples (3 ages × 3 replicates)). At 4 and 6 weeks after fracture, the young rats showed faster recovery in mRNA expression than did the older rats for the three genes in Fig. 3 (P < 0.01 by t tests for 4 and 6 week young *vs*. 4 and 6 week old).

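Neurogranin, RoBo-1 and neuropeptide Y were each higher in young than in older rats at 4 and at 6 weeks. Neurogranin had signals of 320 and 666 in young, 75.2 and 229 in adult, and 31.5 and 97.6 in older rats at 4 and 6 weeks. RoBo-1 had 1593 and 4682 in young, 674 and 1077 in adult, and 317 and 699 in older rats. Neuropeptide Y had 337 and 578 in young, 227 and 261 in adult, and 236 and 163 in older rats. The log2 difference between young and older rats over both weeks was 3.06 for neurogranin (SE 0.46, adjusted p = 0.091 from limma), 2.54 for RoBo-1 (SE 0.24, adjusted p = 0.061) and 1.17 for neuropeptide Y (SE 0.50, adjusted p = 0.39), and none of them passed the test. Under other settings, at an adjusted p under 0.05, RoBo-1 passed with a floor of 1, with log2(signal + 50), with a mean signal of at least 200, after quantile normalization, after scaling to the median and as the change from the own 0 time control, and neurogranin passed with the first 3 of these. Of all 8740 probe sets, 3 were higher and 10 lower in young rats. Of the 3 higher, Dpp4 and a probe set without a gene symbol had mean signals of 9.39 and 11.4, below the floor of 20. So did 1 of the 10 lower (13.0). Setting most of their arrays to 20 leaves little error (SE 0.017 for Dpp4), so these calls carry little weight. With a floor of 1 the counts higher and lower were 50 and 182, and with log2(signal + 50) 68 and 135. With a mean signal of at least 200 they were 82 and 229, and as the change from the own control 183 and 231. Without a week term they were 14 and 37, after quantile normalization 12 and 12, and with each array scaled to its median 4 and 1. Those lower in young rats included the membrane-bound collagenase Mmp14, with signals of 994 and 753 in young and 6666 and 4608 in older rats (adjusted p = 0.0017), and the activin-binding protein follistatin (Fst, log2 difference -1.68, adjusted p = 0.046). The 4- and 6-week arrays of young rats had a 3' to 5' signal ratio of Gapdh, a sign of RNA breakdown, of 3.48 and 6.57, against 1.15 to 1.83 on the other 16 arrays. Leaving out the 4-week or the 6-week arrays leaves 1 array per age, which cannot decide this comparison. The methods' t-test at a threshold of 0.05 called none of the neurogranin, RoBo-1 and neuropeptide Y differences.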

In the second type of defect, other genes were up-regulated by fracture, but the response was weaker in the older rats. These genes are shown in Table 4. 

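Of 7 nerve-related genes that the authors had chosen for a weaker rise in older rats, 4 were higher than in the 0 time controls at 1 or 2 weeks (5 when adjusted over the list alone) and 3 were not called (limma). The amino acid transporter Slc6a15 rose by 1.73 on the log2 scale at 1 week (adjusted p = 0.0049), and it was the only 1 of the 7 that passed the F test over all time points. The kinase PCTAIRE 2 (Cdk17) rose by 0.74 at 1 week (adjusted p = 0.029). The phosphatase Ptprz1 and the synaptic scaffolding molecule S-SCAM were the others that rose. PCTAIRE 3 (Cdk18, log2 change 3.08 at 2 weeks, adjusted p = 0.051), the acid-sensing channel Asic3 (0.97 at 2 weeks) and the nuclear receptor Nr4a3 (-0.71 at 2 weeks) were not called. Over the 7 genes the median log2 change was 1.30 at 1 week and 1.62 at 2 weeks, against 0.55 at 6 weeks. Without the adult arrays 0 of the 7 genes were called at 1 or 2 weeks in limma (2 at an unadjusted p under 0.05 at 1 week), without the older arrays 2 and without the young arrays 3.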

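Most of the 7 genes were higher in young than in older rats, without passing the test. Over the arrays of 1 and 2 weeks, 5 of the 7 genes were higher in young than in older rats, with a median log2 difference of 1.22. Limma called 0 of them (3 at an unadjusted p under 0.05, 1 when adjusted over the list alone) and 0 of all 8740 probe sets (259 higher and 239 lower in young rats at an unadjusted p under 0.05), as did the methods' t-test after Benjamini-Hochberg adjustment. The difference was 1.22 for Slc6a15 (adjusted p = 0.86), 0.33 for Asic3, -0.06 for Cdk17 and -0.66 for Nr4a3. Between young and older rats 16 probe sets were called with a mean signal of at least 200, and 233 as the change from the own 0 time control. Leaving out the 1-week or the 2-week arrays leaves 1 array per age, which cannot decide this comparison. In the same samples the 10 erythroid genes had a median log2 difference of 1.52, and limma called 0 of them (3 higher in young rats at an unadjusted p under 0.05, 2 when adjusted over the list alone; adjusted p = 1.55e-06 from camera, adjusted p = 0.472 with an estimated correlation). Cell cycle genes (median 0.52, 18 of 19 higher in young rats, adjusted p = 4.04e-06 from camera, 0.591 with an estimated correlation) and osteoclast genes (1.12, 6 of 6, adjusted p = 1.38e-04, 0.472) went the same way, and limma called 0 of each (5 and 3 higher at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone). Granulocyte genes (0.62, 7 of 7, adjusted p = 0.0368, 0.601) and bone matrix genes (0.17, 10 of 12, adjusted p = 0.0328, 0.577) were also higher in young rats by camera. Immediate early genes went the other way (median -0.78, 1 of 12 higher in young rats, adjusted p = 2.05e-06 from camera, 0.577 with an estimated correlation), and limma called 0 of them (5 lower at an unadjusted p under 0.05, 1 when adjusted over the list alone). The authors' choice of the 7 genes rests on data that include these arrays, so the counts are not independent evidence.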

Three examples are shown in Figure 4. 

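S-SCAM, a scaffolding molecule of synapses, PCTAIRE 3 (Cdk18), a kinase of the cell cycle family, and the receptor-type phosphatase Ptprz1, found in developing nerve tissue, were compared between young and older rats at 1 and 2 weeks. S-SCAM had signals of 92.6 and 116 in young, 83.4 and 115 in adult, and 16.8 and 32.8 in older rats at 1 and 2 weeks, and was below 20 on 8 of 18 arrays. Its log2 difference between young and older rats was 2.02 (SE 0.25, adjusted p = 0.25 from limma). Ptprz1 had 511 and 466 in young, 233 and 275 in adult, and 150 and 222 in older rats, a log2 difference of 1.42 (SE 0.48, adjusted p = 0.80). Before fracture its signal was already 201 in young rats, 60.7 in adult and 49.7 in older rats. PCTAIRE 3 had 356 and 188 in young, 91.7 and 278 in adult, and 33.5 and 233 in older rats, so the young value was above the older value at 1 week and below it at 2 weeks (log2 difference 1.55, SE 0.99, adjusted p = 0.96). At 6 weeks PCTAIRE 3 was 33.2 in young rats and 210 in older rats. Against the 0 time controls, S-SCAM rose by 1.81 (adjusted p = 0.039) and Ptprz1 by 1.85 (adjusted p = 0.027) on the log2 scale at 2 weeks. The methods' t-test on the 2 weeks pooled called Ptprz1 and S-SCAM but not PCTAIRE 3 at a threshold of 0.05, on the log2 and on the linear scale. The paper gives the probe sets of S-SCAM and PCTAIRE 3 as Absent on each of its arrays, so their signals did not pass its test against noise.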

The broad peaks of the genes in Figure 4 permitted the t test to demonstrate a significantly higher expression level in the young rats at 1 and 2 weeks after fracture in comparison to the same time points of older rats. These comparisons for the three genes in Figure 4 were significant at P < 0.001 (top graph, AF034963), P < 0.02 (middle graph, AB005541) and P < 0.01 (bottom graph, U09357) for 6 samples per age group (2 time points pooled for 3 replicates).

In the third type of defect, genes were also up-regulated by fracture. However, the response was stronger in the older rats than in the younger rats. These genes are shown in Table 5, and three examples are shown in Figure 5. 

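Of 9 nerve-related genes that the authors had chosen for a stronger rise in older rats, 5 changed after fracture with their largest change upward, none changed downward and 4 were not called (limma's F test). Ania-4, induced in neurons by activity, rose by 4.69 on the log2 scale at 1 week (adjusted p = 0.0094), and F-spondin (Spon1), an adhesion protein for growing axons, by 3.76 (adjusted p = 0.0060). The muscle acetylcholine receptor subunit Chrna1 and the complement protease C1s both rose by 2.96 at 1 week (adjusted p = 0.021 and 0.0071). Neurotrimin (Ntm) also rose (log2 change 1.27), with signals below 20 on 11 of 18 arrays. Thrombospondin 4 (Thbs4, log2 change 1.29, adjusted p = 0.31), neurexin 1 (1.82), neurocan (Ncan, 0.59) and the kinase subunit Camk2b were not called. Camk2b had its largest change downward at -0.98, and at 1.11 upward with the mean of its probe sets. Adjusted over the list alone, 5 genes passed the F test upward and 1 downward. The F test called 0 of the 9 genes without the adult arrays (5 at an unadjusted p under 0.05), 1 without the older arrays and 4 without the young arrays.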

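All the genes lay higher in older rats, without passing the test. Over the 5 time points after fracture, 9 of 9 genes were higher in older than in young rats, with a median log2 difference of 0.78. Limma called 0 of them (5 at an unadjusted p under 0.05, 2 when adjusted over the list alone). The difference was 1.35 for Thbs4 (SE 0.33, adjusted p = 0.19), 1.02 for Chrna1 (adjusted p = 0.43), 0.78 for C1s (adjusted p = 0.29), 0.74 for ania-4 (SE 0.29, adjusted p = 0.34) and 0.44 for Spon1 (SE 0.31, adjusted p = 0.62). Older rats were above young rats in 5 of the 5 weeks for 5 genes (Chrna1, Camk2b, neurotrimin, neurexin 1 and Thbs4). The young 4- and 6-week arrays in this comparison had 3' to 5' ratios of Gapdh of 3.48 and 6.57. The 23 skeletal muscle genes had a median log2 difference of -0.06 (9 of 23 higher, 0 when adjusted over the list alone). Granulocyte genes had a median of -1.87 (0 of 7 higher, camera adjusted p = 2.08e-07, 0.280 with an estimated correlation). Erythroid genes had -1.12 (0 of 10, 5.22e-07, 0.280) and cell cycle genes -0.59 (2 of 19, 1.12e-05, 0.506). Fibrous matrix genes had 0.28 (13 of 15, 0.00172, 0.509). Limma called 0 of each (7, 8, 8 and 0 lower and 0, 0, 1 and 3 higher at an unadjusted p under 0.05). Osteoclast genes had -0.925 (1 of 6, camera adjusted p = 0.0292, 0.509 with an estimated correlation). Bone matrix genes had -0.207 (3 of 12, 0.0493, 0.475). Of these, limma also called 0 (2 and 5 lower and 0 and 1 higher at an unadjusted p under 0.05). Immediate early and heat shock genes were higher in older rats in 11 of 12 genes (median log2 difference 0.52), and limma called 0 of them (6 higher and 1 lower at an unadjusted p under 0.05, 4 and 1 when adjusted over the list alone; adjusted p = 8.53e-05 from camera, adjusted p = 0.444 with an estimated correlation). A list of 13 genes of regenerating or denervated muscle was tested after the data were seen. Its mean log2 signal was 9.13 in young and 10.0 in older rats at 1 week, and 9.02 and 8.62 at 0.4 week. At 2, 4 and 6 weeks it was 8.48, 7.81 and 7.62 in young and 9.23, 8.40 and 8.54 in older rats. Its deviations from the mean of their week correlated with those of the 9 genes at a median r of 0.515. The deviations keep the difference between ages, so this r cannot tell a shared source from a shared age difference. The list of 9 genes is the authors' choice on data that include these arrays, so it is not independent evidence. From the stronger response in older rats, the paper proposes that these genes may represent attempts to stimulate nerve regrowth or other processes that are not responding.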

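Ania-4, F-spondin (Spon1) and thrombospondin 4 (Thbs4), a matrix protein of tendon and muscle that binds neurites, had their highest mean signal at 1 week. Ania-4 was 1245 in young, 2504 in adult and 2846 in older rats at that time. F-spondin was 520 in young, 636 in adult and 1034 in older rats, and thrombospondin 4 was 1908, 2756 and 3662. Among the 9 genes that the authors had chosen for a stronger rise in older rats, 7 had this order of peaks, young below adult below older, where 1 order in 6 is that of chance (one-sided exact binomial test, p = 9.4e-05). The test takes the genes as independent, and the authors chose them on data that include these arrays. Chrna1 had the largest ratio of older to young, 5.55 (557 in young, 2449 in adult and 3091 in older rats), and C1s was 2.67 times as high in older as in young rats. The kinase subunit Camk2b was 774 in young, 1445 in adult and 1193 in older rats, and neurexin 1 was 132, 136 and 134, neither in this order. Peaks were taken over the weeks after fracture, and the adult 0 time signal of Camk2b, 2092, was above its peak. With each age's own highest week after fracture the count was also 7 of 9. With 1 array per age, no peak has a replicate error of its own.

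**Figure D3:**
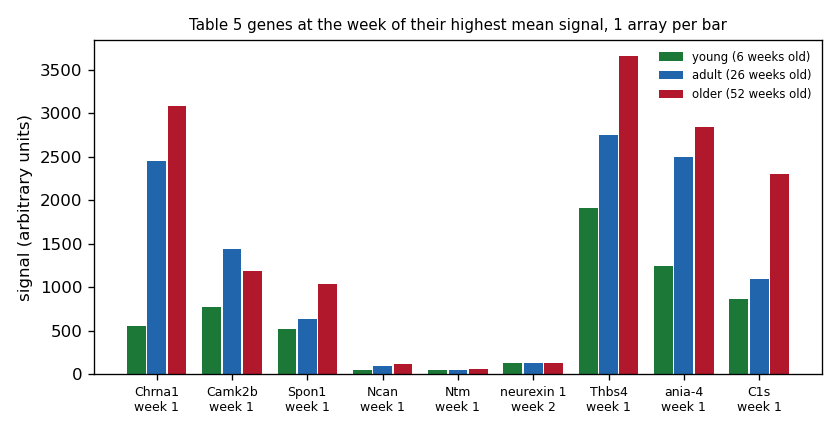
Signal in arbitrary units of 9 nerve-related genes, with 1 bar per array for young, adult and older rats. Each gene is shown at the week after fracture when its mean signal was highest. The vertical axis starts at 0. Thbs4 rises from 1908 in young to 3662 in older rats and Chrna1 from 557 to 3091, while Camk2b is highest in adult rats at 1445.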

The peak values for these three genes significantly increased with age by linear regression (P < 0.001 (top graph, AF030089), P = 0.01 (middle graph, M88469), and P < 0.001 (bottom graph, X89963) for 9 data points (3 ages × 3 replicates)).

### Present/Marginal/Absent calls

For each gene for each array, the Microarray Suite software reported a statistical decision as to whether the mRNA was Present, Marginal, or Absent. We have reviewed these calls for the genes shown in Figures 2,3,4,5. For Figure 2, the Present/Marginal/Absent calls were: Fig. 2 Top: 53/1/0; Fig. 2 Middle: 39/2/13; and Fig. 2 Bottom: 0/0/54. For Figure 3, the calls were: Fig. 3 Top: 45/2/7; Fig. 3 Middle: 7/0/47; and Fig. 3 Bottom: 32/6/16. For Figure 4, the calls were: Fig. 4 Top: 0/0/54; Fig. 4 Middle: 0/0/54; and Fig. 4 Bottom: 51/0/3. For Figure 5, the calls were: Fig. 5 Top: 45/1/8; Fig. 5 Middle: 52/0/2; and Fig. 5 Bottom: 54/0/0.

## Discussion

In this study, as in our earlier work [7,10-12], the time required to reach radiographic union after femoral fracture increased with age in the female rat. This slowing of fracture repair with age is associated with changes in the mRNA expression of specific genes within the healing fracture site [10-12]. To study this further, microarray technology was used to identify additional genes whose mRNA expression was affected by skeletal fracture.

More than two-thirds of the detectable genes on the rat U34A microarray have a change in mRNA expression level following fracture [21]. Most of these genes were not known to participate in the healing process of bone before the advent of microarray technology [21,22]. This reflects changes in both the types of cells at the fracture site as well as changes in the activity of the existing cells. Among the cells affected by fracture are nerve fibers. Protein and mRNA of genes related to neuronal functioning are found in intact bone and in the fracture callus [23-29]. Since proper innervation of the fracture site is needed for fracture repair clinically [13-15] and experimentally [16-18], this led to the hypothesis that the age-related slowing of fracture repair may be related to the abnormal nerve cell activity at the fracture site.

To evaluate this hypothesis, nerve-related genes were studied from among the genes present on the Affymetrix Rat U34A microarray. Genes were identified for which the mRNA response to femoral fracture was changed in the older rats compared to the young rats. Three types of change with age were found:

1. The mRNA expression levels of the genes shown in Table 3 and Figure 3 were decreased by fracture. While gene expression in the young rats was approaching pre-fracture levels by six weeks after fracture, gene expression showed minimal return to normal in older rats. Genes in this category were all related to signaling molecules or to signal receptors (references shown in Table 3).

2. Other nerve-related genes had strong up-regulation after fracture in young rats but only mild up-regulation in older rats. These are shown in Table 4 and Figure 4. This partial loss of function with age was observed in genes associated with nerve cell differentiation or cell cycle or genes related to synaptic structure (references cited in Table 4).

3. A third set of genes was increased in mRNA expression by fracture, but the increase was greater in the older rats. These are shown in Table 5 and Figure 5. Many of these genes were related to cell adhesion or to cell signal or signal transduction (references cited in Table 5).

All three classes of genes showed altered expression in the older rats compared to young rats. We hypothesize that bone fracture may physically disrupt nerve fibers in bone. A sub-population of these skeletal nerve fibers may regrow into the fracture site or regain function at a slower rate in older rats. This may account for the failure to recover from low mRNA values for the first group (prolonged down-regulation) or the failure to up-regulate mRNA expression adequately after fracture in the older rats in the second group (diminished up-regulation). Other genes in the third group with increased levels of mRNA after fracture in the older rats may represent attempts to stimulate nerve regrowth or other processes that are not responding. This may represent negative-feedback-induced up-regulation caused by effector cell resistance. Taken together, these changes in nerve cell function with age may contribute to the slowing of fracture repair in older rats. It must be pointed out that the associations noted here do not necessarily reflect cause and effect. It is also possible that the delayed re-innervation of the fracture site is an effect of the delayed healing in the older rats and not a cause of the delayed healing.

Experimental studies have been done to detect the role of innervation on fracture healing. Studies of sectioning the sciatic nerve in concert with tibial fracture have been reported to speed fracture healing [30-33]. However, sectioning both femoral and sciatic nerves inhibits fracture healing [18]. Aro *et al*. [16] have reported mechanoreceptors (Pacinian corpuscles) in the periostium of the rat fibula, which, if removed, lead to non-union [17]. Direct application of nerve growth factor to the fracture site increases healing in the rat rib [34].

In humans, abnormal bone healing is also associated with lack of nerve activity at the fracture site. Nagano *et al*. [13] have noted scaphoid nonunion in the wrists of patients with neuroarthropathy from a long-standing nerve palsy. Santavirta *et al*. [14] have found a lack of peripheral innervation at the fracture site of noninfected fractures with delayed union or nonunion of diaphyseal bones. Nordstrom *et al*. [15] have found a lack of stromal innervation associated with delayed union or pseudoarthrosis in spondylolysis.

Humans [1-6] show a slowing of fracture healing with increasing age as do rats [7-9]. The cause of the slowing of fracture healing with age is not well understood. The femora of young rats regain normal biomechanical properties by 4 weeks after fracture, while adults take 12 weeks, and older rats require in excess of 6 months [7]. This model presents an opportunity to elucidate novel genes important to this healing process. The slowing could reflect a loss of function as some processes essential for the rapid healing of fractures in young animals are inhibited with age. Alternatively, the slowing of skeletal repair with age may be caused by partial resistance of the healing process to stimulation in adult or older individuals. Such resistance should result in enhanced stimulation by regulatory systems to attempt to evoke a healing response. Both patterns were seen among the genes studied in this report. These genes are candidates for further study.

These changes with age are not limited to genes related to neuronal activity. We have also noted similar changes in genes related to mitochondrial activity [35]. It is likely that the age-related changes in fracture repair are caused by failure of several metabolic pathways. Methods, such as DNA microarrays, which sample many different biological pathways will be useful in defining these novel, multi-faceted defects.

The specificity of these changes is seen in the majority of the nerve-related genes for which the expression pattern following fracture was unaffected by age. These transcripts had similar increases or decreases following fracture in the young, adult, and older rats. These uniform responses suggest that most metabolic patterns were unaffected by age. 

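The level of these genes after fracture was not called different between older and young rats for any of the 25 genes of Table 1 or the 13 genes of Table 2 in limma (for Table 1, 4 higher and 1 lower at an unadjusted p under 0.05, and 1 higher and 1 lower when adjusted over the list alone; for Table 2, 0 in each). At the week of its largest change, 23 of 25 and 10 of 13 genes changed in the same direction at all 3 ages. The median log2 change at that week was 1.20 in young, 1.97 in adult and 2.36 in older rats for Table 1, and -1.15, -1.32 and -1.70 for Table 2. The change from the own 0 time control was called between older and young rats for 8 genes of Table 1, all with the larger rise in older rats, and for 1 gene of Table 2, Pcp4, which was near the floor on most arrays. Those 8 were Ddr2 (log2 difference 2.82, SE 0.34, adjusted p = 0.0010), a receptor-type phosphatase that the paper names type D and the current gene table names Ptprs (3.45, SE 0.59, adjusted p = 0.0088), the neuronal matrix protein olfactomedin 1 (Olfm1, 2.86), the axon guidance factor Slit3 (3.66), Ptn (3.08), Serpine2 (4.16), P3h4 (3.27) and Sec11a (1.33). Adjusted over the list alone, 9 genes of Table 1 had the larger value in older rats and 1 the smaller, and 1 gene of Table 2 the smaller, and the authors' choice of these genes on data that include these arrays makes them no independent evidence. These counts were chosen after the data were seen, and each difference rests on the 0 time array of 1 age against that of another. Over all probe sets, 12 of 32 swaps of young and older arrays within weeks called as many changes as the real arrays. The gap between the 0 time arrays keeps its size in each swap, so the swaps cannot decide on chance.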

Nerve-related genes similarly up-regulated by femoral fracture at all three ages were broadly related to differentiation and growth of nerve cells, to known up-regulation following nerve injury, or to association with apoptosis (references cited in Table 1). Some of these genes were slower to return to baseline values in older rats, such as galanin and TAG-1. In contrast, nerve-related genes similarly down-regulated by femoral fracture at all three ages were broadly related to the nerve growth cone or to synaptic signaling pathways (references cited in Table 2).

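Galanin stood at 305 in young, 167 in adult and 566 in older rats at 4 weeks after fracture, and at 67.6, 489 and 471 at 6 weeks, against 51.6, 20.9 and 24.7 at 0 week. The log2 difference between older and young rats over the 5 later time points was 0.21 (SE 0.66, adjusted p = 0.99 from limma), and that between young and older rats over 4 and 6 weeks was -1.85 (SE 0.96, adjusted p = 0.48). TAG-1 stood at 316 in young, 278 in adult and 325 in older rats at 4 weeks. The older minus young log2 difference of TAG-1 over the later time points was 0.30 (SE 0.34, adjusted p = 0.80), and that of its change from the own 0 time control was -0.84 (SE 0.84, adjusted p = 0.64). With 1 array per age and time point, neither difference at 4 or 6 weeks has a replicate error of its own, and the young arrays of these times have the highest 3' to 5' ratios of Gapdh.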

In this study gene expression was measured by quantification of the mRNA level for each gene with microarray technology. It must be kept in mind that there are other control systems which influence the protein synthetic rate and also protein degradation. Protein synthesis will be low in the absence of mRNA for that gene, but elevated mRNA levels are not a guarantee that protein levels will also be elevated for that gene. Changes noted at the mRNA level will need to be confirmed at the protein and structural levels. Assignment of the genes studied herein as nerve-related is made on the basis of currently available information. Other cell types in the fracture callus may also express these genes. Histological studies will permit the association of these genes with specific cell types within the fracture callus. These experiments are now in progress.

We have compared mRNA gene expression by microarray to that measured by reverse transcription – polymerase chain reaction (RT-PCR)[36]. Good correlation was found between the two methods if the transcripts were judged mostly present, the signal level did not approach the upper limit of the detector, and the probe sets or PCR primers were from the same region of the gene [36]. Some other genes, even though most samples were judged absent, also gave good correlation between the two methods. These latter genes were at the upper range of the absent calls and had good precision between samples [36]. The genes reported herein have the marked variation in mRNA levels that have been reported previously in fracture samples [10,11] with large changes in expression after fracture which return to the prefracture levels as healing progresses. The finding here of moderate signal levels, good precision among the three samples for each time point at each age, and a strong response to fracture indicate the ability of this technology to report changes in mRNA levels for these genes.

## Conclusions

In summary, most genes respond to bone fracture with altered mRNA gene expression, including genes related to neuronal functioning. However, a number of these genes responded to fracture differently in older rats than in young rats. Such differential expression with age may reflect altered cell functioning at the fracture site that may be related to the slowing of fracture healing in older rats.

## Competing interests

None declared.

## Authors' contributions

MM, WE, and RM participated in the surgery and the sample collection. MM and WE prepared and hybridized the samples and analyzed the data. RM prepared the manuscript. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

## Supplementary Material

Additional File 1 Additional File 1. Response of adult rats at two weeks after fracture. This spreadsheet is a listing of all genes altered by fracture in the first adult rat sample at two weeks after fracture compared to the first adult no-fracture sample. The data are sorted on the probability value for the comparison of each gene between the two arrays. For each array, the signal (mRNA transcript level), detection (present, absent, or marginal) and detection p-value are given. In addition, for the two-week sample, the change (increase, marginal increase, marginal decrease or decrease) and change p-value are given for the comparison of the two-week sample to the no-fracture sample. These two arrays are archived in the GEO repository  as samples GSM9028 (no-fracture sample) and GSM9031 (2-week sample). Click here for file

## Figures and Tables

**Figure 1:**
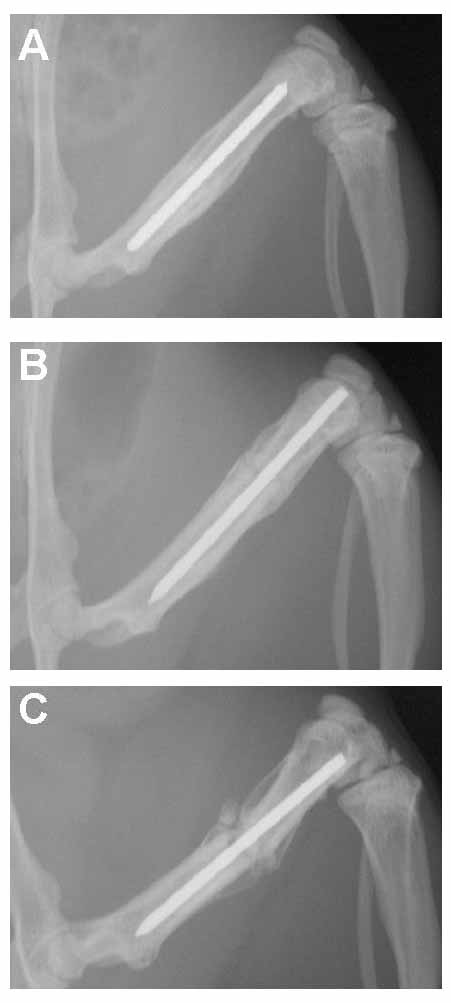
**Radiographs. **Radiographs of the fractured left femora at 6 weeks after fracture in rats 6(A), 26(B), and 52(C) weeks old at fracture.

**Figure 2:**
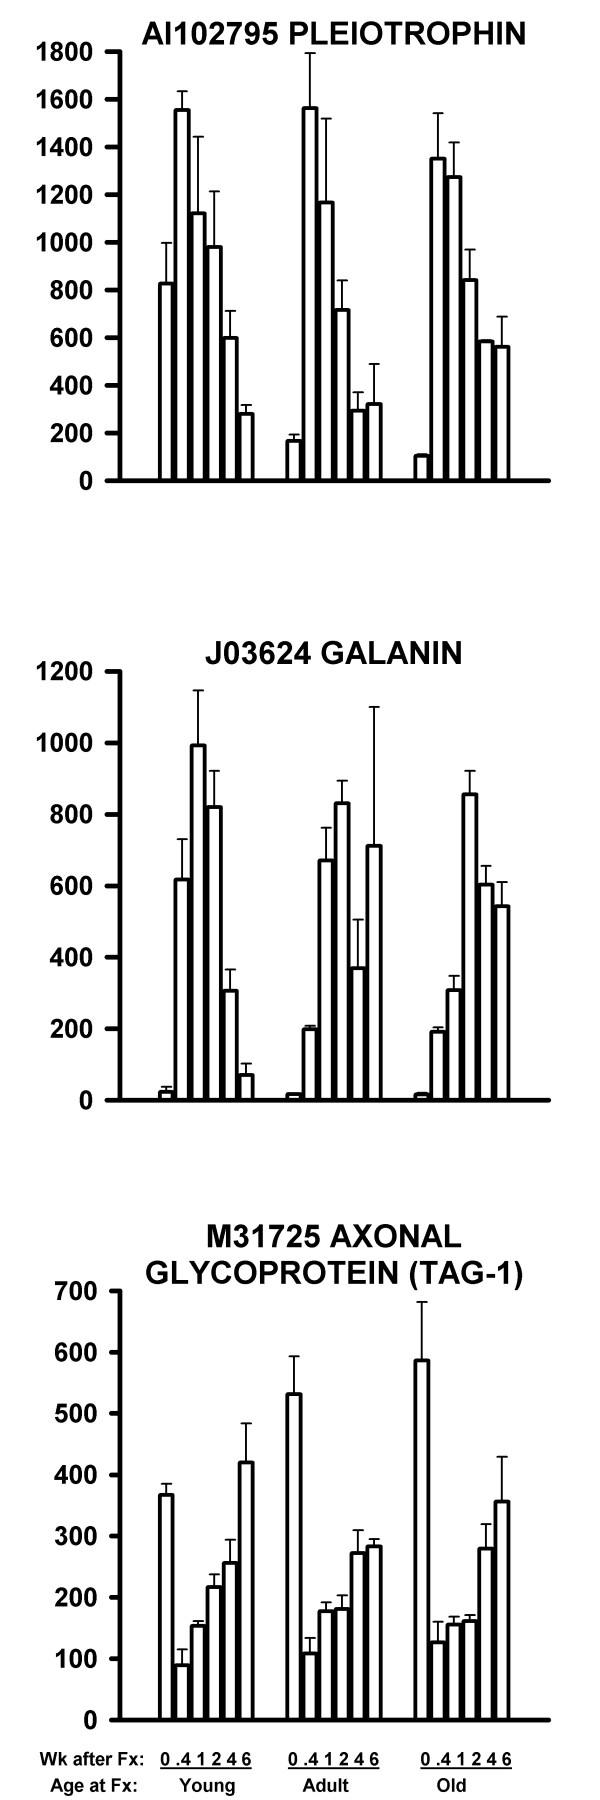
**mRNA levels of three nerve-related genes affected by fracture in young, adult, and older rats. **The first two genes were up-regulated at all three ages (0.4 week (top graph) and 2 weeks (middle graph) exceed 0 time control at P < 0.001), while the third gene was down-regulated at all three ages (0.4 week significantly less than 0 time control at P < 0.001). Rats were 6, 26 and 52 weeks of age at fracture respectively. Samples were collected at the indicated times after fracture. The 0 time samples were no-fracture controls. Each bar is the mRNA expression level for the indicated gene for the average ± SEM of three DNA microarrays in arbitrary units of fluorescence. mRNA from two rats of the same age and time after fracture were pooled for each array. Gene identifications are shown with their GenBank accession number. Axonal glycoprotein (TAG-1) is also known as contactin 2.

**Figure 3:**
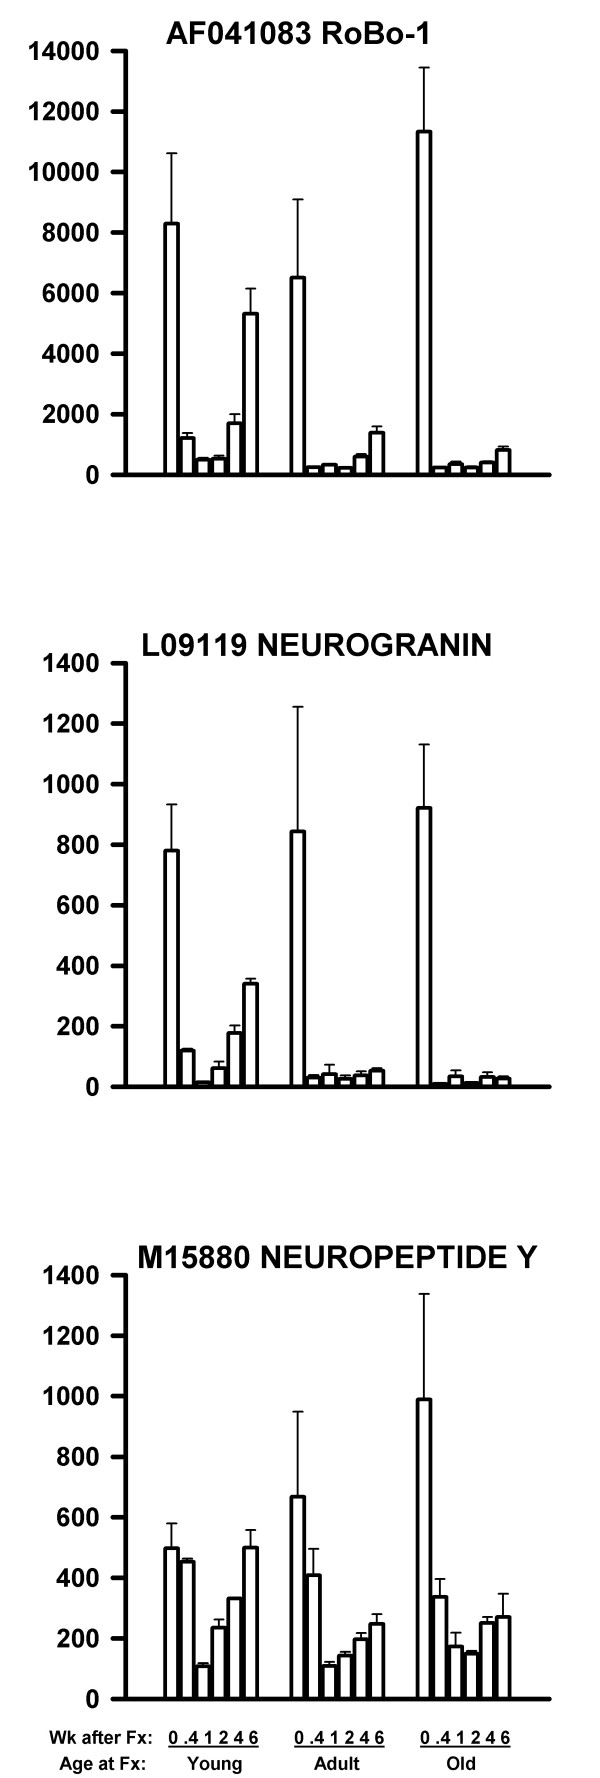
**mRNA levels of three nerve-related genes with more prolonged down-regulated after fracture in the older rats. **The 1 week values were significantly less than 0 time controls for all three graphs (P < 0.001). Note the failure of the mRNA activity to return to pre-fracture levels in the older rats (4 and 6 week values for young exceeded older rat values at P < 0.01). The data are presented as in Figure 2.

**Figure 4:**
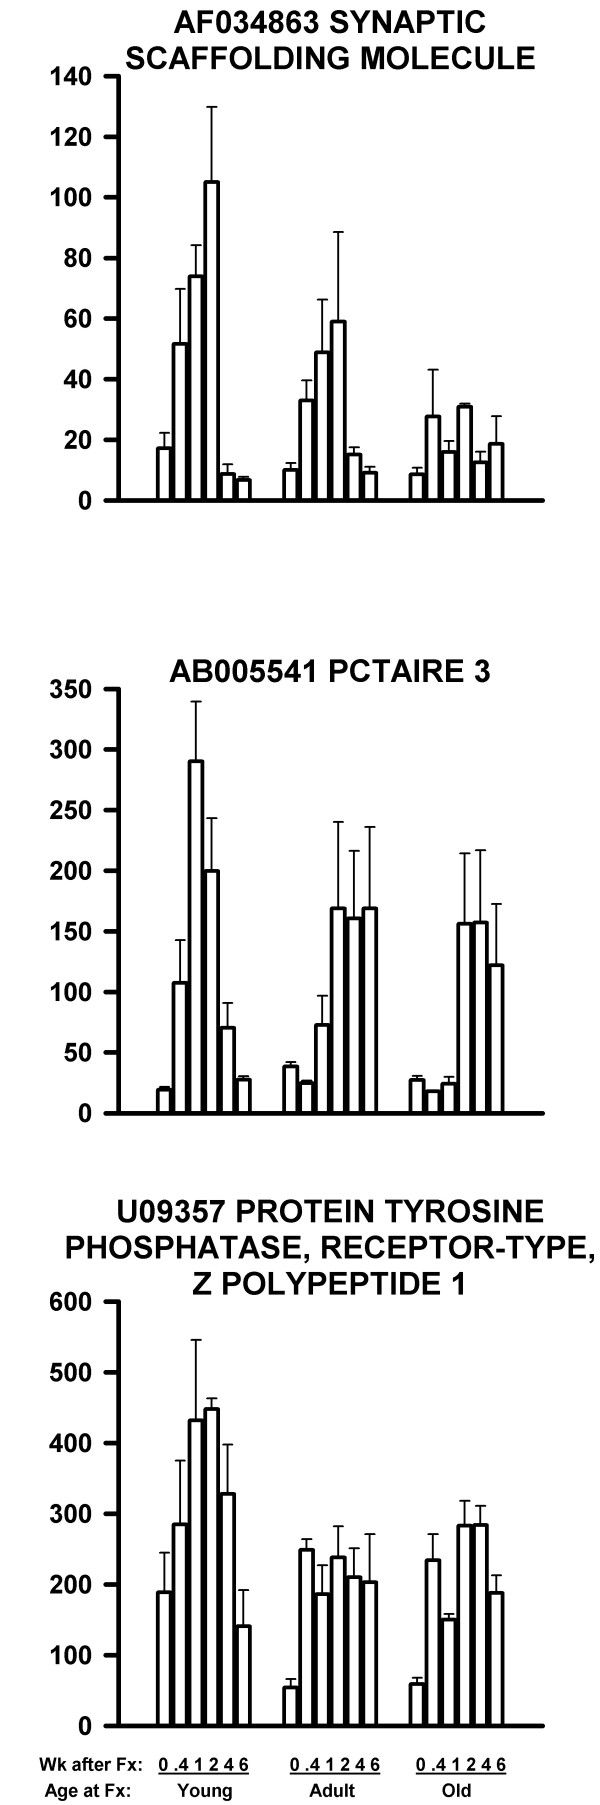
**mRNA levels of three genes related to nerve function and up-regulated more in young rats than in older rats following femoral fracture. **The decline with age was significant at P < 0.001 (top graph), P < 0.02 (middle graph) and P = 0.01 (bottom graph). The data are presented as in Figure 2.

**Figure 5:**
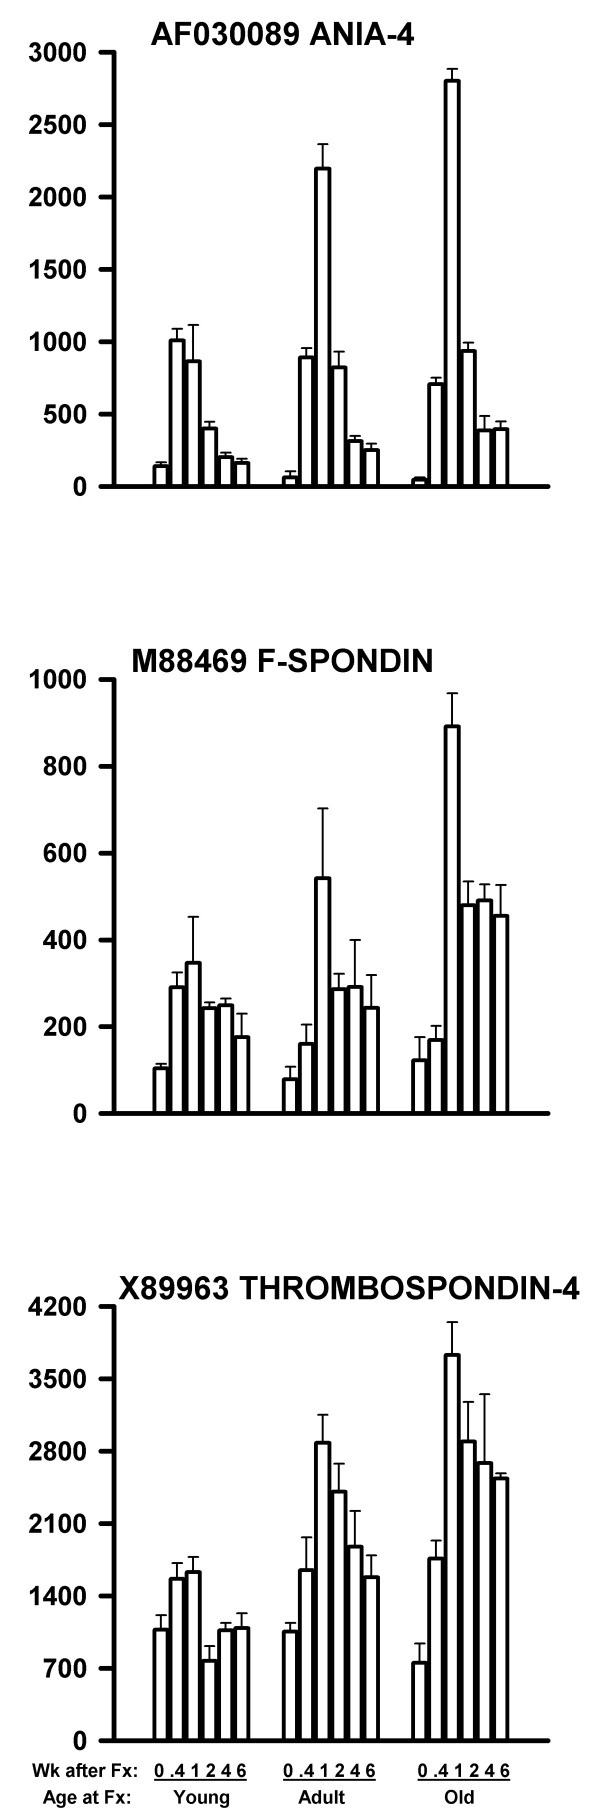
**mRNA levels of three genes related to nerve function and up-regulated more in older rats than in younger rats following femoral fracture. **The increase with age was significant at P < 0.001 (top graph), P = 0.01 (middle graph), and P < 0.001 (bottom graph). The data are presented as in Figure 2.

**Table 1:** Nerve-related genes up-regulated by fracture at all three ages

GenBank	Name	Reference
*Genes related to apoptosis*		
S67769	Cardiac sodium/calcium exchanger (Slc8a1)	[38]
M82824	Leucopus neurofibromatosis protein – type 1 (NF1)	[39]
L11319	Signal peptidase complex 18kD	[40]
*Genes up-regulated by injury*		
J03624	Galanin (shown in Fig. 2)	[41–43]
E12625	Rat novel protein expressed with nerve injury (sterol-C4-methyl oxidase-like)	[44]
*Genes related to nerve cell differentiation and growth*		
Z11558	Glia maturation factor beta	[45–47]
A03913	Glia-derived neurite-promoting factor (serine (or cysteine) proteinase inhibitor, clade E, member 2)	[48,49]
E05646	Hippocampal cholinergic neurostimulating peptide (phosphatidylethanolamine binding protein)	[50]
AB011531	MEGF 5, slit homolog 3	[51]
AA924772	Metallothionein 3	[52,53]
AF097593	N-cadherin, Testicular (cadherin 2)	[54,55]
AF023087	Nerve growth factor induced factor A (early growth response 1)	[56,57]
AI102795	Pleiotrophin (heparin binding growth factor 8, Hbnf, neurite growth promoting factor 1) (Fig. 2)	[58–60]
L19180	Receptor-linked protein tyrosine phosphatase type D (protein tyrosine phosphatase, receptor type D)	[61]
AF044910	Survival motor neuron	[62]
U64689	Synaptotagmin interacting protein zygin II (fasciculation and elongation protein zeta 2)	[63]
*Other genes*		
L07281	Carboxypeptidase E	[64,65]
U03416	Neuronal olfactomedin-related ER localized protein	[66]
U67140	PSD-95/SAP 90 associated protein-4 (disks large-associated protein 4)	[67]
M83680	RAB14 (GTPase Rab 14)	[68]
AF016247	RTK40 homolog (tyro 10, discordin domain receptor family, member 2)	[69]
X65454	SC65 – Synaptonemal complex protein	[70]
AJ006855	Synaptojanin 1	[71]
M96601	Taurine transporter (Slc6a6)	[72]
U35245	Vacuolar protein sorting homolog r-vps33b	[73]

Alternative names are shown in parentheses. References to physiological roles are shown to the right.

**Table 2:** Nerve-related genes down-regulated by fracture at all three ages

Genbank	Name	Reference
*Genes associated with the growth cone of nerve fibers*		
M31725	Axonal glycoprotein TAG-1 (Contactin 2) (shown in Fig. 2)	[74]
S82649	Neuronal activity-regulated pentraxin (Narp)	[75]
X59149	Neural cell adhesion molecule L1	[76–78]
*Genes associated with synaptic signaling pathways*		
L08496	GABA-A receptor delta subunit	[79]
S68944	Na^+^/Cl^-^-dependent neurotransmitter transporter	[80]
S76742	Neurotransmitter transporter rB21a (X transporter protein 3)	[81]
U39549	Synaptogyrin (synaptogyrin 1)	[82]
D28512	Synaptotagmin III (synaptotagmin 3)	[83]
AF007758	Synuclein 1 (synuclein alpha)	[84]
*Other genes*		
AF081557	Glial cells missing protein homolog (Gcm1, glial cells missing homolog a)	[85]
L15305	Glial-derived neurotrophic factor	[86]
M24852	Neuron-specific protein PEP-19 (Purkinje cell protein 4)	[87]
D17521	Protein kinase C-regulated chloride channel	[88]

Data presented as in Table 1.

**Table 3:** Nerve-related genes with prolonged down-regulation after fracture in older rats

GenBank	Name	Reference
L09119	C kinase substrate calmodulin-binding protein (neurogranin) (shown in Fig. 3)	[89]
S77867	G coupled protein receptor UHR-1 (G protein coupled receptor 10)	[90]
AF109405	GABA-B receptor 2 (G protein-coupled receptor 51)	[91]
U08290	Neuronatin alpha (neuronatin)	[92]
M15880	Neuropeptide Y (shown in Fig. 3)	[93,94]
S56508	Fatty acid coenzyme A ligase, long chain 6	[95]
AF041083	RoBo-1 (Slc11a1) (shown in Fig. 3)	[55,96,97]
X86789	Sensory neuron synuclein (gamma-synuclein)	[98,99]

Data presented as in Table 1. All genes are related to signals and signal receptors.

**Table 4:** Nerve-related genes with a greater up-regulation in younger rats

GenBank	Name	Reference
*Genes related to nerve cell differentiation and the cell cycle*		
X86003	Neuron-derived orphan receptor-2	[100]
AB005540	PCTAIRE 2	[101]
AB005541	PCTAIRE 3 (shown in Fig. 4)	[102]
U09357	Protein tyrosine phosphatase, receptor-type, Z polypeptide 1 (shown in Fig. 4)	[103]
*Genes related to the synapse and sensory perception*		
AI179632	Proton gated cation channel DRASIC	[104]
AF034863	Synaptic scaffolding molecule (S-SCAM, activin receptor interacting protein 1) (shown in Fig. 4)	[105,106]
S56141	Sodium-dependent neurotransmitter transporter	[107]

Data presented as in Table 1.

**Table 5:** Nerve-related genes with a greater up-regulation in older rats

GenBank	Name	Reference
*Genes related to signals and signal transduction*		
X74832	Acetylcholine receptor alpha subunit (cholinergic receptor, nicotinic, alpha polypeptide 1)	[108]
M16112	Brain type II calcium/calmodulin dependent protein kinase beta subunit	[109]
*Genes related to cell adhesion*		
M88469	F-spondin (shown in Fig. 5)	[110]
AF060879	Neurocan (chondroitin sulfate proteoglycan 3)	[111,112]
U16845	Neurotrimin	[113]
M96375	Non-processed neurexin 1-beta (neurexin 1)	[114]
X89963	TSP-4 (thrombospondin-4) (shown in Fig. 5)	[115–117]
*Other genes*		
AF030089	Activity and neurotransmitter-induced early gene 4 (ania-4) (shown in Fig. 5)	[118]
D88250	Serine protease (complement component 1, s subcomponent)	[119]

Data presented as in Table 1.

How the deposited data were processed for this re-analysis (not part of the article)

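RNA was measured on 18 Rat U34A arrays, the arrays of series 3, which are 1 of the paper's 3 arrays for each of 3 ages (young, adult and older rats) and 6 time points (0 time controls and 5 times from 0.4 to 6 weeks after fracture). The arrays of series 1 and 2 were not analysed here. The authors pooled RNA from 2 rats for each array. The intensity values are linear signals that the authors computed with Microarray Suite 5.0 from the perfect match and mismatch probes, as the paper's methods state, and scaled to an average of 500 per array. The trimmed means of the values were checked against that scaling. No column of the 18 samples was left out, and detection calls were not analysed here.

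Of 8799 probe sets, 59 controls of the manufacturer were left out and 8740 were tested. Signals below 20 were set to 20 and taken to log2, with no further normalization. Probe sets were named with a current rat gene table: 7006 have 1 gene symbol, 308 have several and 1426 have none, and 6994 of 7326 gene identifiers were found in it. Genes of the paper's tables were found by accession, and where an accession or a symbol has several probe sets the brightest over the 18 arrays stands for the gene. Names of S-SCAM, neurexin 1, ania-4, alpha-synuclein and RoBo-1 are the paper's.

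Changes with time were tested with limma 3.58.1 in R 4.3.3 on all 18 arrays, with age and week as additive terms, an intensity trend in the empirical Bayes step and Benjamini-Hochberg adjustment over all tested probe sets at 0.05. The 3 ages are the replicates of each week. A gene of Tables 1, 2 and 5 counts as changed if it passes the moderated F test over the 5 later weeks, with the direction of its largest change. Young and older rats were compared over 4 and 6 weeks and over 1 and 2 weeks with an age term for each phase, and over all 5 later weeks with age and week as terms. The change from the own 0 time control was compared between older and young rats in a fit with 1 control array per age. Residual degrees of freedom were 10 for the fit over time, 4 for the phases and 8 for the later weeks.

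Gene lists were tested with camera, with an inter-gene correlation preset to 0.01, and again with a correlation estimated from the data. The 18 lists were cartilage matrix and chondrocyte, bone matrix and osteoblast, fibrous extracellular matrix, cytokines and growth factors, erythroid, granulocyte, B lymphocyte, T lymphocyte, macrophage, osteoclast, skeletal muscle, adipocyte, endothelial, Schwann cell and myelin, neuron and axon, mitochondrial energy metabolism, cell cycle, and immediate early genes, with 263 of 416 listed genes measured. Lists of regenerating or denervated muscle (13 of 16 genes measured) and of megakaryocytes and platelets (8 of 18) were added later. Counts "adjusted over the list alone" use the Benjamini-Hochberg adjustment within the list. Other tests were an exact binomial test of the order of peaks and permutation tests of correlations. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

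The comparisons, the lists, 25 alternative settings for 20 processing choices and the rule for naming genes were written before the data were examined, when the values in the paper's tables and figures had been seen. The rule names all 62 genes of Tables 1 to 5, the 10 highest and 10 lowest called changes at 0.4, 2 and 6 weeks (1 gene symbol, mean signal of at least 200, same sign at all 3 ages), 5 and 5 for the comparisons of young and older rats, and up to 4 called members of each list. Other list members, Col11a1 as an example of time course, and members that went against their list were named after their values were seen. Chosen after the data were seen were also the counts of shared peak weeks and of similar levels at the peak and at 0 time, the camera tests between young and older rats at 1 and 2 and at 4 and 6 weeks, the comparison of Tables 1 and 2 between ages, the counts at an unadjusted p and within lists with 1 age left out, and 3 further settings (without the young 4- and 6-week arrays, later weeks without 4 and 6 weeks, adult against older rats).

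The settings tried were a floor of 1, an offset of 50, quantile normalization, scaling to the median, a mean signal of at least 200, no intensity trend, no age term, each age left out, each week left out, the methods' t-test on log2 and on linear signals, no week term, the change from the own control, age as a linear term, the mean of all probe sets of an accession, each age's own highest week, other limits of signal for the correlations, and camera with an estimated correlation.

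The number of arrays limits the precision, and the tests were tried on simulated data with 200 of 8740 probe sets changed. A 2-fold change at 1 week was found for 37.0% of them with 5 false calls, and a 4-fold change for 86.5% with 11. For young against older rats at 4 and 6 weeks these were 0% and 42.0%, with 0 and 6 false calls. They were 48.0% and 92.5% for all later weeks, and 0% and 41.0% for the change from the own control.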

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

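The comparison of the change from the own 0 time control was planned, and the lists, arrays and genes given here were looked up after the data were seen, apart from the osteoclast list.

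The ratio of the 3' to the 5' probe set of hexokinase was 13.8 (13.79) on the adult 6-week array and 7.14 (7.135) on the older 6-week array, each far from the other arrays of its age, where the next ratios were 6.37 and 4.69. Of 9 groups of 6 arrays tested in this way, 2 held such an array, and chance gives about 1 in 20 groups. The 5' signal on the adult array was 11.0, below the floor of 20, so its ratio says little, and the young 0- and 4-week ratios, 29.4 and 32.5 with 5' signals of 6.0 and 5.7, were higher. The older 6-week array did not stand out in Gapdh (1.19) or in beta-actin (1.31).

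The change after fracture differed between older and young rats for 576 probe sets in the test of the difference itself. In 12 of 32 swaps of the young and older arrays within weeks as many probe sets were called (970 in the highest of the others). The gap between the young and older 0 time arrays keeps its size in each swap. The swaps therefore cannot decide on chance, which is not excluded. Among the largest differences upward were those of lysyl oxidase (Lox), collagen XI (Col11a1, log2 difference 5.02) and the peroxidase Gpx7 (4.80). The signals of Lox and Col11a1 in the older 0 time array were 56.1 and 22.0, against 2527 and 1015 in the young one.

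Genes that the paper does not discuss were raised by fracture. At 6 weeks the mast cell proteases Mcpt1l1 and Cpa3 were 13.4-fold and 9.60-fold above the 0 time controls (log2 changes 3.74 and 3.26, adjusted p = 0.033 and 0.020 from limma). Neither was called without the adult arrays (log2 changes 3.75 and 2.55, adjusted p = 0.554 and 0.413) or without the older arrays (2.80 and 3.54, adjusted p = 0.291 and 0.265), and both were without the young arrays. Osteoclast genes had a median log2 change of 2.87 at 2 weeks (3 of 6 rose and 3 were not called, 5 when adjusted over the list alone; camera adjusted p = 0.00151, and adjusted p = 0.429 with an estimated correlation). Of these 6, limma called 0 at 2 weeks without the adult arrays (2 at an unadjusted p under 0.05), without the older arrays also 0 (3 at an unadjusted p under 0.05), and without the young arrays 4. Cathepsin K (Ctsk) and tartrate-resistant acid phosphatase (Acp5), the bone-degrading enzymes of osteoclasts, rose 12.6-fold and 9.32-fold.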

How the results depend on the processing

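Chosen after seeing the data were the settings without the young 4- and 6-week arrays, the later weeks without 4 and 6 weeks, and adult against older rats. The main counts are those given beside the paper's sentences, and the cause of a moved count was not tested unless it is named.

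For 171 single genes, 1921 values under the other settings were computed: 1608 stayed on the same side of the threshold (30 of them, not called, with the opposite sign), 254 kept direction and lost the call, 58 kept it and gained the call, and 1 had the opposite sign and a call, Camk2b, with a largest change of 1.11 with the mean of all probe sets. Of 285 counts and correlations 183 were the same and 102 moved. Of 478 medians and shares 399 were the same in call (22 medians, not called, with the opposite sign), 56 lost the call and 23 moved.

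With a floor of 1, 175 probe sets were called at 6 weeks, 232 (50 higher, 182 lower) for young against older rats at 4 and 6 weeks, 1 at 1 and 2 weeks, 2 for older against young after fracture, 340 for the change from the own control, and 2 genes of Table 3 for young above older. With log2(signal + 50) these were 188, 203, 1, 7, 317 and 2. Quantile normalization gave 131 at 6 weeks, 24 for young against older at 4 and 6 weeks and 1 gene of Table 3. Scaling to the median gave 283 at 4 weeks, 5 for young against older at 4 and 6 weeks, 1 at 1 and 2 weeks, 1 for older against young after fracture and 1 gene of Table 3. With a mean signal of at least 200, where fewer probe sets were tested, the counts were 682 at 4 weeks, 307 at 6 weeks, 311 for young against older at 4 and 6 weeks, 16 at 1 and 2 weeks, 62 for older against young after fracture and 299 for the change from the own control, with 2 genes of Table 3, 2 of Table 4 up and 1 of Table 5 (older above young). How far signals near the floor limit these counts was not tested apart from the number of tests. Without an intensity trend, 2 were called for older against young after fracture. Without a week term, 51 were called for young against older at 4 and 6 weeks and 1 at 1 and 2 weeks. As the change from the own 0 time control, these were 414 and 233, with 576 for older against young after fracture, 1 gene of Table 3 and 1 of Table 5.

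Adult against older rats gave 2 at 4 and 6 weeks. Without the young 4- and 6-week arrays, 161 probe sets were called at 6 weeks and 444 from 0.4 to 6 weeks, with 5 genes of Table 2 down and 0 higher at 6 weeks than at 0.4 week.

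The calls depended on which age was left out: each count of any time and of single weeks was lower than the main count without the adult and without the older arrays, while without the young arrays those of 0.4 to 6 weeks against 0 time were higher and those of any time and of 6 against 0.4 weeks lower. With each age left out in turn, the lowest and highest counts were 26 and 2038 for any time, 330 and 2971 at 0.4 week, 244 and 3117 at 1 week, 0 and 2584 at 2 weeks, 0 and 1174 at 4 weeks, 0 and 1315 at 6 weeks, and 66 and 571 from 0.4 to 6 weeks. They were 0 and 16 for Table 1, 0 and 9 for Table 2 down, 0 and 3 for its return, 2 and 5 for Table 3, 0 and 3 for Table 4 and 0 and 4 for Table 5. With a week left out, 106 to 182 probe sets were called for young against older at 4 and 6 weeks, 36 to 66 at 1 and 2 weeks, and 0 to 8 for older against young after fracture.

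The methods' t-test with Benjamini-Hochberg adjustment, on log2 and on linear signals, called 296 and 364 probe sets at 0.4 week, 93 and 6 at 1 week, 10 and 1 at 2 weeks, 1 and 1 at 4 weeks, 0 and 0 at 6 weeks, 295 and 261 from 0.4 to 6 weeks, and 1 and 1 for young against older at 4 and 6 weeks. For the 0 calls at 6 weeks, limma called 77, and at an unadjusted p under 0.05 the t-test called 307 higher and 271 lower on log2 signals. The mean correlation between ages was 0.66, 0.65 and 0.50 at 0.4, 1 and 2 weeks over all probe sets. Camera with an estimated correlation called 0 of 18 lists in each of 8 comparisons, against 6 to 9 with the preset one.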

Differences from the paper's values

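All settings named here were set before the data were examined. The paper's figures show means of 3 arrays per age and time point, of which 1 was analysed here, and its Additional File 1 holds arrays of series 1, so the samples are not the same. Of 82 signals read by eye from Figs. 2 to 5, 16 differ. Of 32 genes of the tables that are in Additional File 1, 8 differ in the log2 change from 0 to 2 weeks in adult rats, and 31 have the same sign. A gene counted as different if the gap exceeded the error estimated for 1 such change, 0.43 for signal peptidase 18kD. Each change rests on 1 array per time point, and each figure value sets 1 array against a mean of 3. Scatter between arrays can give such gaps and was not separated from disagreement with the paper. The copy of Additional File 1 used here lacks 162 rows, with 1159 increases and 771 decreases held.

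TAG-1 in young rats at 0.4 week is about 90 in the paper (Fig. 2, bottom, read by eye) and 46.6 here. RoBo-1 (Fig. 3, top, read by eye) is about 6500 in adult rats at 0 week and about 390 in older rats at 1 week in the paper, and 2654 and 242 here. Scaling to the median brings the older 1-week value within the paper's.

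Neurogranin (Fig. 3, middle, read by eye) in young rats is about 780 at 0 week, about 180 at 4 weeks and about 340 at 6 weeks in the paper, and 1514, 320 and 666 here. In adult rats it is about 840, about 40 and about 55 at these times in the paper, and 531, 75.2 and 229 here. In older rats at 6 weeks it is about 30 in the paper and 97.6 here. Neuropeptide Y (Fig. 3, bottom, read by eye) is about 670 in adult and about 990 in older rats at 0 week and about 270 in older rats at 6 weeks in the paper, and 414, 430 and 163 here.

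S-SCAM in adult rats (Fig. 4, top, read by eye) is about 49 at 1 week and about 59 at 2 weeks in the paper, and 83.4 and 115 here. PCTAIRE 3 in adult rats at 2 weeks is about 170 in the paper (Fig. 4, middle, read by eye) and 278 here. For the figure values other than RoBo-1 at 1 week, the difference stays with quantile normalization and with scaling to the median.

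For the log2 change from 0 to 2 weeks in adult rats, the paper's value and that found here are 0.89 and 1.41 for signal peptidase 18kD, 2.00 and 1.36 for carboxypeptidase E, 0.98 and 1.85 for RAB14, -3.22 and at most -5.81 for alpha-synuclein, -0.95 and at most -3.66 for fatty acid coenzyme A ligase 6 (bounds, since both 2-week signals, 18.6 and 10.8, were set to the floor of 20), -4.64 and -3.37 for RoBo-1, -0.15 and 0.30 for PCTAIRE 2, and 5.26 and 2.21 for ania-4. Scaling to the median removes the difference for carboxypeptidase E. The others stay with a floor of 1, with quantile normalization and with scaling to the median.

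Among the statements without a value, gamma-synuclein and neuronatin of Table 3 are given as recovering less in older rats, and here they were higher in older than in young rats at 4 and 6 weeks (young minus older log2 difference -1.29 and -0.76), against 6 of 8 genes of that table that were higher in young rats. PCTAIRE 3 is given as higher in young rats at 1 and 2 weeks, and here it was higher at 1 week (356 against 33.5) and lower at 2 weeks (188 against 233). With both weeks pooled, as in the paper's test, it was higher in young rats (log2 difference 1.55) but did not pass the methods' t-test. None of the 3 genes of Fig. 3 passed the methods' t-test between young and older rats at 4 and 6 weeks. All 3 were higher in young rats (log2 differences 3.06 for neurogranin, 2.54 for RoBo-1 and 1.17 for neuropeptide Y). Pleiotrophin did not pass for 0.4 week against 0 time on either scale, nor TAG-1 for 6 against 0.4 weeks on the log2 scale. The t-tests here had 1 array per age and time point, against 3 in the paper. A failed test is therefore not by itself a difference from the paper.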

Other observations

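The tests of marrow cells and RNA quality in the young arrays, of muscle, and of erythroid, granulocyte and neuron genes beside the paper's tables were chosen after their results were seen, as were the random lists and the camera tests between young and older rats at 1 and 2 and at 4 and 6 weeks, while the splits of the arrays and the test of platelet genes were set beforehand.

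Genes of Schwann cells and myelin moved in both directions after fracture. At 1 week the glial calcium-binding protein S100b, also made by chondrocytes, rose 18.0-fold and the myelin protein Pmp22 rose (log2 change 1.13), while the neurotrophin receptor Ngfr, myelin-associated glycoprotein (Mag) and the neuregulin receptor Erbb3 fell (log2 changes -2.09, -1.47 and -1.27). Of 14 Schwann cell and myelin genes 3 rose, 6 fell and 5 were not called at 1 week (1 rose without the adult and 1 without the older arrays, where limma called 0 lower, with 5 and 6 lower at an unadjusted p under 0.05; 4 rose and 5 fell without the young arrays), and camera did not call the list at any week. At 4 weeks the fat cell genes Scd and Pparg rose (log2 changes 3.42 and 1.58), with 4 of 16 adipocyte genes higher (0 in limma without the adult or the older arrays, 5 at an unadjusted p under 0.05 in each), 12 not called and a median of -0.054, and the list was called only between young and older rats at 4 and 6 weeks (median log2 difference -0.49, camera adjusted p = 0.00297, adjusted p = 0.262 with an estimated correlation). At 0.4 week 5 of 19 cell cycle genes were higher and 14 were not called, among the 5 Cdk2 (log2 change 2.58) and cyclin D1 (Ccnd1, 1.68), with a median of 0.36 (-0.058 with 1 gene higher without the adult arrays, 0.46 with 1 higher without the older arrays, and 0.96 with 7 higher without the young arrays) and a camera adjusted p = 0.0199 (adjusted p = 0.637 with an estimated correlation). At 1 week 2 of the 19 were higher and 5 lower, with a median of -0.41 (camera adjusted p = 0.388, 0.887 with an estimated correlation).

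At 4 weeks the B cell receptor component Cd79b rose by 1.89 and the T cell receptor component Cd3d by 1.47 on the log2 scale, in lists with medians of 1.10 (1 of 4 higher, camera adjusted p = 0.0111) and 0.54 (1 of 9 higher, adjusted p = 0.0488), each with an adjusted p = 0.298 with an estimated correlation. In limma 0 genes of either list were called without the adult arrays (1 and 1 at an unadjusted p under 0.05) or without the older arrays (1 and 3). At 0.4 week 3 of 8 macrophage genes were higher (1 without the adult arrays, and in limma 0 without the older arrays, 1 at an unadjusted p under 0.05), among them Cd14 (log2 change 1.25), but camera did not call that list (adjusted p = 0.149), nor the endothelial list, where at 1 week Icam1 and Sele rose (log2 changes 1.94 and 0.85) and Vcam1 fell by 0.90. Immediate early genes, which respond to handling of tissue, were not called as a list at any week; they were higher in older than in young rats after fracture (median log2 difference 0.52, 4 higher and 1 lower when adjusted over the list alone, camera adjusted p = 8.53e-05, adjusted p = 0.444 with an estimated correlation).

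Granulocyte genes had a median log2 difference of 2.34 between young and older rats at 4 and 6 weeks (SE 0.32, 7 of 7 genes higher in young rats), and an earlier return of marrow blood cells in young rats may be a source of it. Limma called 0 of the 7 genes (6 at an unadjusted p under 0.05, 6 when adjusted over the list alone), and the camera adjusted p was 9.53e-07, though 0.262 with an estimated correlation. Cell cycle genes went the same way (median 0.90, 17 of 19 higher, camera adjusted p = 7.08e-06, 0.550 with an estimated correlation; limma called 0, with 9 higher and 1 lower at an unadjusted p under 0.05), and what they share with the granulocyte genes was not tested. RNA breakdown in the young arrays is excluded as the whole cause of the higher granulocyte genes, for these reasons. The 3' control probe sets, which it would least affect, were no higher in young rats (-0.14 for Gapdh, -0.43 for beta-actin and -0.83 for hexokinase). Granulocyte genes were also higher in adult than in older rats (0.62, 7 of 7). Erythroid genes, also higher in young rats (0.86, adult minus older 0.19), and cell cycle genes were not tested in this way. For the 10 probe sets lower in young rats, RNA breakdown and age cannot be told apart, because the lower of the young Gapdh ratios, 3.48, is above those of the other 16 arrays. Of the 10, 9 were also lower in adult than in older rats, with Gapdh ratios of at most 1.83 in both. Limma called 0 of these 9 (6 at an unadjusted p under 0.05), among them Stx5, Mmp14 and Nucb1 (adult minus older log2 differences -2.09, -1.16 and -0.97, adjusted p = 0.064 each) and Nfix (-0.05). The other 1, near the floor, was called higher in adult rats (0.27). An effect of age on healing stays open and was not tested apart from the arrays.

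The 9 genes of Table 5 were higher in older rats (median 0.78). The 23 muscle genes had a median log2 difference of -0.063 (SE 0.11 over genes), so more muscle in the older samples was not seen. It is not excluded, since that SE takes genes as independent and their estimated correlation was 0.390. The mean log2 signal of the muscle genes was 11.5 in young and 11.1 in older rats at 1 week. At 2 weeks it was 11.5 and 12.1. Granulocyte and erythroid genes were lower in older rats (medians -1.87 and -1.12) and fibrous matrix genes higher (0.28). What these lists share with Table 5 was not tested. Genes of regenerating or denervated muscle, a list of 13, may share a source with Table 5: the deviations of both from the mean of their week correlated with a median r of 0.515 (9 of 9 positive, permutation p = 0.0069 over 46656 rearrangements within weeks, adjusted p = 0.0173 over 5 tests), and 0.464 without the young 1- and 2-week arrays. That r was above 98.9% of 1000 random lists of similar signal. The test was made on the data that raised the question. The list of 13 was itself higher in older than in young rats from 1 to 6 weeks, and the deviations keep this age difference. The r therefore cannot tell a shared source from a shared difference between ages. A nerve source of the Table 5 genes stays open and untested.

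The 21 genes of Tables 2 and 3 may follow nerve fibers or blood cells of the marrow. Their deviations correlated with a list of 21 neuron and axon genes at a median r of 0.458 (19 of 21 positive, permutation p = 0.0035, adjusted p = 0.0173), 0.367 without the young 0- and 4-week arrays, and above 98.8% of random lists, whose median was 0.287. With erythroid genes the median r was 0.342 (14 of 21 positive, permutation p = 0.020, adjusted p = 0.033), but with ranks 0.245 (permutation p = 0.081, adjusted p = 0.123), where the neuron list had 0.450 (adjusted p = 0.00386). The erythroid r was above 97.0% of random lists, whose median was -0.10, and it was 0.085 without the young and older 2-week arrays. With granulocyte genes the median r was 0.110 (permutation p = 0.220) and with platelet genes 0.150 (permutation p = 0.222). Nerve and marrow were sampled together, so a nerve source and a blood cell source cannot be told apart.

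In other splits of the arrays, chance is excluded for the F test of fracture: 1 of 100 splits called as many probe sets, the real 1 with 2309, and the highest of the others called 322. For single weeks 10 splits are too few for a share under 0.05, with 1 split as high as the real count in each but 6 weeks: 2722 real and 2 in the highest other at 0.4 week, 3054 and 0 at 1 week, 1733 and 16 at 2 weeks, 444 and 77 at 4 weeks, and 1055 and 0 for 6 against 0.4 weeks. At 6 weeks 2 of 10 splits were as high, 77 real and 573 in the split that puts the young 0 time array with the adult and older 6-week arrays, which points to a structure of the samples. For older against young rats after fracture the splits decide nothing: with 0 probe sets called in limma (516 higher and 587 lower at an unadjusted p under 0.05), 100 of 100 splits call as many by construction, and the highest called 20.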
